# Genetic and pharmacological targeting of nicotinic acetylcholine receptor action blocks tumor progression in mouse models of breast cancer

**DOI:** 10.1093/jimmun/vkaf148

**Published:** 2025-07-14

**Authors:** Matthew A Heard, Jin Qian, Sakeef Sayeed, Sereena Mechlowicz, Qingyang Zhang, Sudha Yeluri, Katie Pool, Ryan Yamane, Gerald P Morris, Brian P Eliceiri

**Keywords:** nicotinic acetycholine receptor, dendritic cells, triple negative breast cancer, immunotherapeutics, metastasis

## Abstract

Effective small molecule therapies are a major unmet need in triple-negative breast cancer. Therefore, we examined the mechanism of action of a novel cancer therapeutic target in preclinical mouse models focusing on the α7 nicotinic acetylcholine receptor (CHRNA7). E0771 breast tumor cells were implanted into CHRNA7^KO^ mice to determine the role of CHRNA7, which is expressed in tumor-associated myeloid immune cells. We observed that tumor-bearing CHRNA7^KO^ mice had decreased survival and increased tumor burden linked to a CHRNA7-mediated reduction in immune cell activation. Based on the tumor permissive phenotype of CHRNA7^KO^ mice, we tested the effect of a small molecule agonist of CHRNA7, AR-R17779, in several mouse models of breast cancer. For example, in both the E0771 tumor model and PyMT tumor models, treatment with AR-R17779 increased survival. In the 4T1 breast tumor model, treatment with AR-R17779 also increased survival, with a well-defined reduction in primary tumor burden and lung metastases. The antitumorigenic effects of AR-R17779 were linked to an adaptive immune response based on in vivo studies showing a survival benefit when AR-R17779 was administered as a combination therapy with anti-PD-L1, demonstrating that the effects of AR-R17779 were dependent on CD8 T cells, and in vitro studies showing AR-R17779 treatment of dendritic cells increased T cell activation. Together these findings supported the importance of CHRNA7 as a novel therapeutic target expressed on dendritic cells based on its role in potentiating the adaptive immune response in mouse models of breast cancer.

## Introduction

The evasion of immunosurveillance is a hallmark of cancer, characterized by compromised immune cell signaling.^1^ Current immunotherapeutics harness the adaptive immune system to reduce tumor burden in many cancers, but this has not yet been demonstrated for breast cancer.^2^ While immune cells such as lymphocytes depend on priming and antigen presentation, there are few examples of targeting pathways that enhance the function of antitumorigenic myeloid immune cells such as monocytes, macrophages, or dendritic cells (DCs). Given the unmet need for novel therapeutics, low survival, limited treatment options, and poor understanding of mechanisms regulating immune cell activation, we focus on triple-negative breast cancer (TNBC)^3^^,^^4^ and demonstrate the ability to harness the adaptive immune response in breast cancer. In this study, we demonstrate a reduction in TNBC tumor burden by targeting a novel pathway involving α7 nicotinic acetylcholine receptor (CHRNA7) using AR-R17779, a small molecule agonist that is highly specific for CHRNA7.^5–7^

The functional role for CHRNA7 in monocytes, macrophages, and to a lesser degree, antigen-presenting cells (APCs) has been established in many studies in models of injury and infection.^8^^,^^9^ Although there are many studies on nicotine, tobacco-related carcinogens, and nicotinic receptors in tumor cells outside the focus of our study, no studies to date have identified a role for CHRNA7 in tumor-associated host immune cells.^10^ Additionally, there have been multiple studies linking sympathetic and parasympathetic nervous system signaling to tumor growth and metastasis, prompting further interest on the effect of AR-R17779 to modulate the tumor microenvironment.^11^ Our focus is on the action of CHRNA7 in the host compartment, specifically immune cells, with a potential for high impact based on the availability of a small molecule drug agonist of CHRNA7. Previous studies have shown that CHRNA7 is a mediator of myeloid immune cell signaling.^8^^,^^9^ For example, studies outside the field of cancer have established the functional relevance of CHRNA7 in tissue macrophages, but this has not been established in tumor-associated immune cells. Based on CHRNA7 expression in monocytes, macrophages, and DCs, we focused on immune competent mouse models of TNBC to determine the functional role of CHRNA7 in mediating immune cell activation in tumor progression. We provide evidence here that CHRNA7 functions as a novel therapeutic target in tumor-associated immune cells, with a particular focus on tumor-associated APCs. A combination of genetic and pharmacological approaches is used to test the hypothesis that CHRNA7 has a functional role in driving the activation of APCs to promote antitumor activity of lymphocytes. Previous pharmacological testing, along with lack of effectiveness of existing immune checkpoint therapies in TNBC, have driven us to compare monotherapy targeting CHRNA7 versus combination therapy with an immune checkpoint inhibitor. Our results are consistent with the hypothesis that CHRNA7 action is dependent on APCs through an alternate pathway, ultimately reducing tumor growth and increasing survival. Here, we show that addition of an immune checkpoint inhibitor substantially increases the antitumor activity of a CHRNA7 agonist in mouse models of TNBC.

## Materials and methods

### Animal tumor studies

All studies were approved by the University of California San Diego Animal Care and Use Committee (S07339). For studies of E0771 tumor growth, tumor cells were implanted into 8- to 12-wk-old CHRNA7^KO^ mice (B6.129S7-*Chrna7^tm1Bay^/*J) versus sibling-matched wild-type (WT) littermates that were generated by Dr. A. Beaudet^12^ and purchased through the Jackson Laboratory (RRID: IMSR_JAX:003232). Injections of the fourth mammary fat pad (MFP) were performed with 1 × 10^6^ E0771 mammary adenocarcinoma cells (ATCC; #CRL-3461, RRID: CVCL_GR23) cultured in RPMI 1640 in 10% fetal calf serum as previously described.^13^ Similarly, for the AR-R17779 studies of E0771 tumor progression, 1 × 10^6^ E0771 cells were injected into 8- to 12 wk-old mice except that C57BL/6 female mice were used (RRID: IMSR_JAX:000664). For survival studies testing monotherapy and combination therapy in the E0771 model, 7.5 × 10^5^ E0771 cells were implanted into the MFP to reduce the risk of ulceration over a longer time point. We observed that tumor onset following injection of E0771 tumor cells was substantially faster in C57BL/6 mice (RRID: IMSR_JAX:000664) than in the WT siblings of the CHRNA7^KO^ mice (RRID: IMSR_JAX:003232), possibly due to effects of the mixed B6/129 background of the founders of the CHRNA7 line that remained after multiple rounds (n > 5) of backcrossing. For tumor studies using 4T1 tumor cells (ATCC; #CRL-2539, RRID: CVCL_0125) 8- to 12-wk-old female BALB/c mice (RRID: IMSR_JAX000651) were subjected to MFP injections with 1 × 10^5^ 4T1 tumor cells. For lung metastasis assays in the 4T1 model, primary MFP tumors were first resected when tumors were palpable (10–14 d) and randomized for treatment with AR-R17779 or saline as a vehicle control. Following recovery, mice were housed for an additional 10 d, euthanized, and the lungs harvested into Bouin’s fixative (Sigma-Aldrich; #HT10132). Lung macrometastases were then enumerated by a double-blinded observer with a stereoscope. For spontaneous breast tumor studies, MMTV-PyMT female mice (RRID: IMSR_JAX002374) were bred and randomized for treatment with AR-R17779 versus saline control when multifocal breast tumors were observed. Treatment with AR-R17779 (Sigma-Aldrich; #SML2049) for all tumor studies was performed by intraperitoneal injection (1 mg/kg) administered every 2 d using saline as a vehicle control. Mouse survival and tumor burden were assessed every 3 to 5 d and the kinetics of tumor growth determined with calipers where tumor volume = 1/2 (length × width^2^).^14^ Wet tumor weights were assessed upon euthanasia, with tumors analyzed by immunohistochemistry, flow cytometry, and cell separation as described subsequently. For in vitro assays of CHRNA7 expression and bone marrow–derived dendritic cell (BMDC) studies using the CHRNA7^KO^ line both male and female mice were used as cell donors.

### Immunohistochemistry

Tumor tissues resected upon harvest were embedded in formalin, 10 µm sections, subjected to antigen retrieval with Signal Stain Citrate Unmasking solution (Cell Signaling Technology; #14746), incubated with anti-CD11c antibody (Cell Signaling Technology; #97585S), and detected with a horseradish peroxidase detection system, Signal Stain Boost, per the manufacturer’s protocol (Cell Signaling Technology; #8112). Slides were imaged with an FSX100 light microscope (Olympus America).

### Flow cytometry

Tumors and spleens were processed by enzymatic digestion to obtain single cells using the Tumor Dissociation Kit (Miltenyi Biotec; #130-096-730) and the Spleen Dissociation Kit (Miltenyi Biotec; #130-095-926), respectively. Viable cells were identified by staining with propidium iodide (Miltenyi Biotec; #130-093-233) and incubated with the following antibodies from Miltenyi Biotec: CD11b clone REA592, CD11c clone REA754, major histocompatibility complex class II (MHCII) clone M5/114.15.2, CD80 clone 16-10A1, CD83 clone REA304, Gr1 clone RB6-8C5, and F4/80 clone REA126. The fluorescently labeled α-bungarotoxin-AF647 (α-Bgtx-AF647) was obtained from Thermo Fisher Scientific. The specificity of cell staining was determined using fluorescence minus one controls, and all cell staining data acquired with a MACSQuant10 flow cytometer (Miltenyi Biotec), as recommended by the manufacturer. Data were analyzed using MACSQuant V2.11 (Miltenyi Biotec) to gate cell populations and measure percentages, and FlowJo V10 (Becton-Dickinson; RRID: SCR_008520) to determine mean fluorescence intensity and generate histogram overlays and analyses.

### Cell separation and gene expression

Tumor-infiltrating CD45^+^ cells were isolated from primary tumors according to manufacturer’s procedures (Miltenyi Biotec; #130-110-618). Cells were lysed in TRIzol (Thermo Fisher Scientific; #15596018), and RNA prepared using Direct-zol (Zymo; #R2070). Quantitative real-time polymerase chain reactions were used to measure CHRNA7 gene expression using complementary DNA prepared with iScript (Bio-Rad; #1708891), SsoAdvance SYBR green (Bio-Rad; #172-5271), and commercial primers for GAPDH (#QT01658692; Qiagen) and custom primers for CHRNA7 (5′-CAGTGGTCGTGACAGTGATT-3′ and 5′-CCTGGTCCACTTAGGCATTT-3′) (Integrated DNA Technologies). Reactions were performed using a CFX96 (Bio-Rad) for 40 cycles, data acquired with CFX Manager Software 3.1 (Bio-Rad) and analyzed using the 2(−Delta Delta C(T)) method with test genes compared relative to GAPDH.^15^ For NanoString analyses, the myeloid gene panel V2 (University of California San Diego Sanford Stem Cell Consortium Core Facility) was used and analyzed using nCounter Analysis to identify changes in expression levels of myeloid genes from CD45-enriched tumor-infiltrating leukocytes.

### Enzyme-linked immunospot assay

To assess the effect of AR-R17779 treated dendritic cells on CD8^+^ cytotoxic T cells, an enzyme-linked immunospot (ELISpot) assay for interferon γ (IFN-γ) was performed using the Mouse IFN-γ ELISpot Kit (R&D Systems, #EL485) per the manufacturer’s protocol. Briefly, BMDCs were prepared by differentiation of bone marrow isolated by centrifugation of femurs from C57BL/6 mice,^16^ and cultured in granulocyte-macrophage colony-stimulating factor as previously described for 7 d.^17^ BMDCs were then treated with escalating doses of AR-R17779 (0.2 µM, 2 µM, 20 µM) for 24 h. BMDCs were then pulsed with 5 µg/mL of ovalbumin_257–264_ peptide (InvivoGen; #vac-sin) for 18 h. CD8^+^ T cells were then isolated from OT-I mice (C57BL/6-Tg(TcraTcrb)1100Mjb/J) obtained from the Jackson Laboratory (RRID: IMSR_JAX:003831) with the mouse CD8a^+^ T Cell Isolation Kit (Miltenyi Biotec; # 130-104-075) to obtain T cells that express T cell receptors that recognize Ovalbumin_257–264_ (Ova_257–264_).^18^ DCs and T cells were then cocultured in the ELISpot plate precoated with anti-IFN-γ capture antibody (R&D Systems; #890894) at various DC:T cell ratios (1:1, 1:5, 1:10) for 48 h. Detection antibody for IFN-γ (R&D Systems; #890895) was then added to wells and incubated overnight. Streptavidin-AP concentrate (R&D Systems; #895358) was added and incubated at room temperature for 2 h. The BCIP/NBT substrate (R&D Systems; #895867) was added and incubated at room temperature for 1 h. The plate was washed and dried before spot counting with an Immunospot S5 UV Analyzer (Cellular Technology Limited). Comparisons of IFN-γ secretion were made between the positive control and the treated BMDCs (0.2 µM, 2 µM, 20 µM) with the untreated BMDCs. Treatment of BMDCs with lipopolysaccharide (10 ng/mL) was performed as a positive control and untreated OT-I CD8^+^ T cells were used as a negative control.

### CD8^+^ T cell depletion

CD8^+^ T cell depletion was performed in the 4T1 model as previously described^19^ to further elucidate the mechanism of AR-R17779 in activating dendritic cells to promote an antitumorigenic cytotoxic T cell response. Mice bearing MFP tumors were randomized to injection with vehicle, AR-R17779 with anti-CD8 antibody (InVivoMAb anti-Mouse CD8α; Bio X Cell; # BE0004-1; Clone 53-6.7), AR-R17779 with rat IgG2a isotype control antibody (I*nVivo*MAb rat IgG2a isotype control, antitrinitrophenol; Bio X Cell; # BE0089; Clone 2A3), or anti-CD8 antibody alone. Randomization was performed on day 20 post–tumor inoculation to account for tumor volume at the start of treatment. Intraperitoneal injections of anti-CD8 or isotype control antibody (100 µg/200 mL in phosphate-buffered saline) were performed for 3 consecutive days before initiating treatment with AR-R17779 or vehicle followed by a subsequent dose on day 25 post–tumor inoculation. Maintenance injections were performed every 6 d until euthanasia. CD8^+^ T cell depletion was confirmed by flow cytometry.

## Results

### Loss of CHRNA7 in the host is permissive to TNBC progression

To determine whether CHRNA7 had a functional role in the host compartment of a syngeneic TNBC tumor model, tumor cells were implanted into the MFP of knockout mice that lacked CHRNA7 (CHRNA7^KO^). E0771 tumor cells matched to the C57BL/6 background^13^ were injected into the MFP of CHRNA7^KO^ and CHRNA7^WT^ mice and the effects on overall survival and tumor size determined (Fig. 1). We observed that CHRNA7^KO^ mice had a significant reduction in survival (Fig. 1A), increased primary tumor growth (Fig. 1B), and increased tumor wet weight compared with CHRNA7^WT^ mice (Fig. 1C, D). Based on these genetic findings demonstrating a functional role for CHRNA7 action in host cells, we focused on an analysis of the IMMGEN database, which showed high expression of CHRNA7 in myeloid immune cells, consistent with previous reports showing CHRNA7 expression and activity in macrophages.^8^ At the level of whole tissues, bone marrow and spleen had high levels of CHRNA7 expression (Fig. 1E, black bars), with isolated blood monocytes, splenic DCs, and hematopoietic stem cells being the major sources of CHRNA7 in normal mice (Fig. 1F, labeled bars). We validated the relatively higher levels of CHRNA7 gene expression in CD45^+^ cells enriched by magnetic beads, followed by quantitative polymerase chain reaction analysis of CHRNA7^KO^ versus CHRNA7^WT^ bone marrow and spleen to demonstrate assay specificity (Fig. 1G, H). Together, these observations supported a functional role for CHRNA7 in mediating tumor progression, which along with increased CHRNA7 expression in myeloid immune cells, suggesting that CHRNA7 may be a novel therapeutic target.

**Figure 1.**
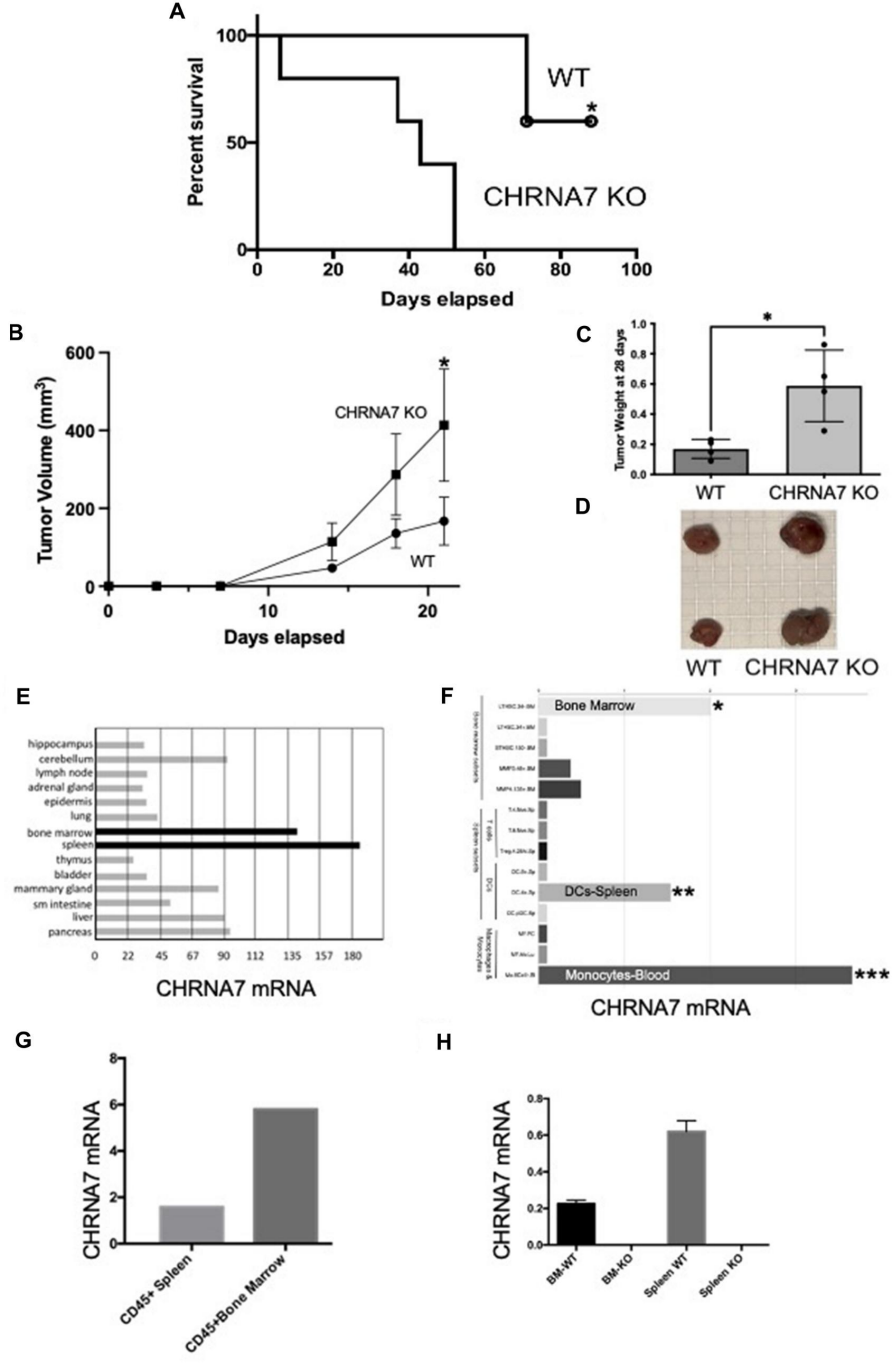
CHRNA7^KO^ mice have decreased survival and increased TNBC growth. (A) CHRNA7^KO^ and WT sibling matched control mice were injected under the fourth MFP with E0771 tumor cells (1 × 10^6^), a mouse model of TNBC syngeneic with the C57BL/6 background of CHRNA7^KO^ mice. (B) Tumor size was monitored for 21 d after injection. (C) Tumor weight was measured at day 28 prior to analysis for tumor-infiltrating immune cells, and (D) representative tumors imaged upon harvest at 28 d. (E) High levels of CHRNA7 gene expression in mouse bone marrow (BM) and spleen. (F) In enriched cell subsets of BM and spleen and in monocytes, CHRNA7 is also highly expressed based on data obtained through the Immunological Genome Project. (G) Gene expression of CHRNA7 in CD45^+^ mouse splenocytes and bone marrow. (H) CHRNA7 expression in CHRNA7^WT^ and CHRNA7^KO^ BM and spleen. The survival curve in (A) is representative of a single experiment performed (n = 6 in each arm). Tumor volumes in (B) are representative of a single experiment performed (n = 7–8 in each arm). The tumor weight plot in (C) is representative of a single experiment performed (n = 4 in each arm). Kaplan-Meier survival analysis with log-rank test in panel A, Two-way analysis of variance in panel B, and Welch’s *t* test in panel C. All data are plotted as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. mRNA, messenger RNA.

### CHRNA7^KO^ leads to immune cell changes in blood, spleen, and tumor-associated cells

We next assessed CHRNA7 protein levels in spleen and peripheral blood leukocytes and analyzed intratumoral expression of CHRNA7 protein on leukocytes using a fluorescent analog of the snake venom toxin α-Bgtx, a peptide that binds CHRNA7 protein with high specificity.^20^ Using α-Bgtx to detect CHRNA7 by flow cytometry, we identified a population of CD11b^+^ splenocytes expressing CHRNA7 protein, with CHRNA7^KO^ cells being used as a negative control for specificity (Fig. 2A). An overlay of α-Bgtx staining of CD11b^+^ cells over α-Bgtx staining of CD3^+^ lymphoid splenocytes revealed a lower level of staining in CD3^+^ lymphoid cells relative to higher CHRNA7 levels on CD11b^+^ myeloid cells (Fig. 2B, overlay), consistent with the higher levels of CHRNA7 gene expression shown previously (Fig. 1E–H). Similarly, staining CD45^+^ peripheral blood leukocytes with fluorescent α-Bgtx identified CHRNA7^+^ leukocytes in the circulation of tumor-bearing mice (Fig. 2C). To further assess the relative distribution of CHRNA7 in E0771 tumors using α-Bgtx staining, cells were analyzed by flow cytometry based on CD11b^+^ and CD11c^+^ immunostaining (Fig. 2D). We observed that the highest levels of CHRNA7 expression were observed on CD11c^Hi^CD11b^+^ tumor-associated cells (Fig. 2D, top right, red arrow), a myeloid cell subset associated in general with APCs. Using CHRNA7^KO^ cells to gate for specificity of α-Bgtx staining, we observed low to no detectable levels of CHRNA7 protein on CD11c^Int^ or CD11c^Lo^cells (Fig. 2D, bottom row). Based on the expression of CHRNA7 in CD45^+^ cells of spleen, peripheral blood and tumors, and the role of CHRNA7 in transcriptional signaling,^9^ we isolated tumor-associated CD45^+^ cells by magnetic beads from the primary E0771 tumors of CHRNA7^KO^ and CHRNA7^WT^ mice and performed a NanoString immune cell–related gene panel analysis (Fig. 2E). This approach identified an increase in CXCL3, CXCL4, and CCL2 in CHRNA7^KO^ cells and a decrease in CSF2, Pccd1, IFNγ, CXCR6, and CXCL9. Together, these changes suggested that CHRNA7 mediated a reprogramming of gene expression in tumor-associated immune cells that was relevant in tumor progression. For example, decreased CXCL9 suggested that a reduction in CD8^+^ CHRNA7^KO^ tumor-infiltrating CD8^+^ lymphocytes (TILs) may be a recruitment defect, while increased CCL2 could be related to the recruitment of myeloid-derived suppressor cells.^21^^,^^22^

**Figure 2.**
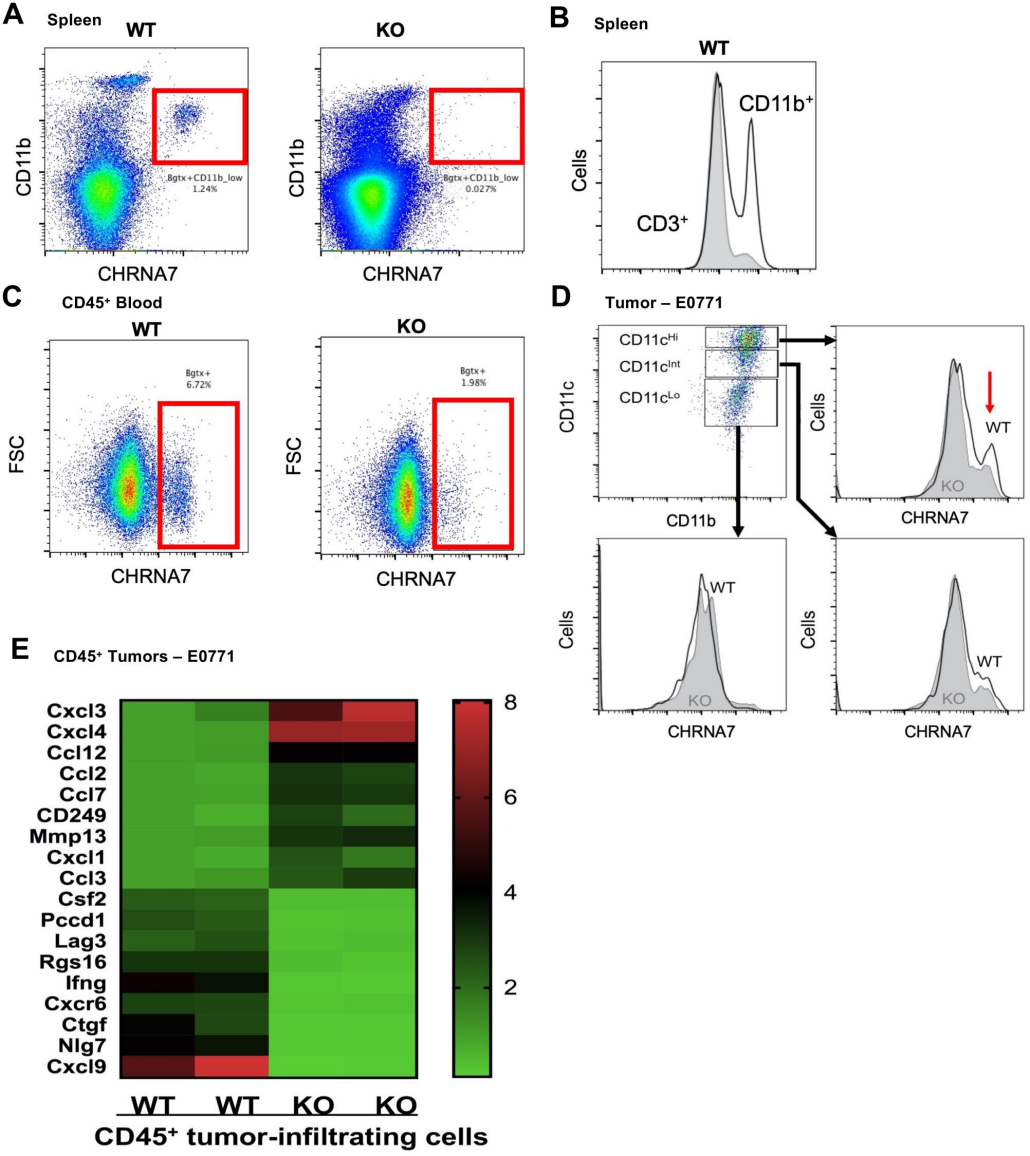
CHRNA7 protein distribution and pathway analysis of tumor-associated leukocytes from CHRNA7^WT^ and CHRNA7^KO^ mice. (A) CHRNA7 protein was detected in CHRNA7^WT^ splenocytes by flow cytometry using the CHRNA7-specific probe, fluorescent α-bungarotoxin (α-Bgtx), and compared with CHRNA7^KO^ to establish gating. (B) Overlay of CHRNA7 expression in CD11b^+^ myeloid versus CD3^+^ lymphoid splenocytes based on α-Bgtx staining to establish the relative abundance of CHRNA7 protein in CD45^+^ immune cell pools. (C) Expression of CHRNA7 protein from CD45^+^ leukocytes from the blood based on α-Bgtx staining. (D) Intratumoral (E0771) expression of CHRNA7 determined using α-Bgtx staining of CD11b^+^ cells stratified based on CD11c levels to identify DC populations (top right, red arrow). (E) NanoString analysis of gene expression of E0771 tumor-associated CD45^+^ leukocytes to define a CHRNA7-regulated myeloid gene expression signature.

### CHRNA7^WT^ immune cells have a distinct gene expression profile compared with CHRNA7^KO^

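Bone marrow cells of CHRNA7 WT and CHRNA7 KO mice were cultured into a mixture of bone marrow–derived macrophages and dendritic cells (BMDMs/BMDCs), and their RNA was sequenced by a droplet-based 3′ single-cell assay, in which each droplet carries a barcode and each captured transcript a unique molecular identifier (UMI). The sample labels give M-CSF for 7 days, and the paper's text gives macrophage colony-stimulating factor and IL-4. The series holds 4 libraries. The matrices of CHRNA7 WT replicate 1 and CHRNA7 KO replicate 2, named WT 1 and KO 2 as in Fig. 3B, were analysed, and KO 1 and WT 2 were not analysed here. Each genotype is thus represented by 1 library, so no p-value is given, genotype and library cannot be told apart, and every interval is a 95% interval for counting error only. The submitters' processing notes name Cell Ranger 6.0.2 and the mm10 genome for the deposited UMI counts, which cover all barcodes with no filter on cells. The matrix of WT 1 held 71894397 UMIs over 1286908 barcodes, and that of KO 2 held 86948537 UMIs over 1520370 barcodes. A barcode was taken as a cell at a UMI total of at least 2623 in WT 1 and 2116 in KO 2, with at least 500 genes and at most 10% mitochondrial UMIs. This left 9306 cells with a median of 6183.5 UMIs and 2079 genes in WT 1, and 12076 cells with a median of 5877 UMIs and 1936 genes in KO 2. UMIs were summed over the cells of a library and expressed as CPM, that is scaled to the same UMI total in each library, and 9069 genes with a mean of at least 5 CPM were compared. The gene lists, the rule for naming genes and the settings were fixed before the data were examined, apart from those named as later. Chrna7 itself (ENSMUSG00000030525, chromosome 7 from 63098692 to 63212569 of GRCm38, protein coding), which encodes the α7 nicotinic acetylcholine receptor subunit, had 0 UMIs in both libraries. A count of 0, taken to allow up to 3 counts, allows up to 0.0465 CPM in WT 1 and 0.0382 CPM in KO 2 (0.0571 and 0.0470 CPM at the upper end of the exact Poisson interval), so its transcript was not detectable at this depth in either genotype and does not check the labels. Among related subunit genes, Chrnb2 had 34 UMIs in WT 1 and 26 in KO 2, and Chrne had 16 and 21.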

To determine whether CHRNA7-mediated changes in the in vivo immune cell transcriptional profile of the intact tumor were reflected in an in vitro cell autonomous transcriptional analysis, we performed single-cell RNA sequencing (scRNAseq) on cell types relevant to the α-Bgtx^+^CD11c^+^CD11b^+^ cells described previously. We established primary cultures of bone marrow–derived myeloid cells following differentiation with macrophage colony-stimulating factor and IL-4, which yields a mix of macrophages and dendritic cells (bone marrow–derived macrophages [BMDMs]/BMDCs). Using BMDMs/BMDCs to define a role for CHRNA7-mediated signaling, we performed a principal component analysis and observed distinct cell clustering of CHRNA7^KO^ (Fig. 3A) versus CHRNA7^WT^ BMDMs/BMDCs based on gene signatures (Fig. 3A). These distinct clusters were defined by changes in pathways related to the tumor-immune microenvironment. 

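Macrophage-like cells made up most of WT 1, in a cluster led by Apoe, which carries lipids, and Fn1, an extracellular matrix protein (61.3% of its cells and 0.381% of KO 2). In KO 2, 41.7% of cells lay in another macrophage-like cluster, led by Fabp4, a fatty acid carrier, and the metallothioneins Mt1 and Mt2, which held 0.0967% of WT 1. This name means that no list of another cell type reached a score of 0.5, since all clusters carried at least 11 of the 12 macrophage markers at 5 CPM or more. A further 29.3% of KO 2 and 0.0537% of WT 1 lay in a cluster with no name, led by Hp and with Ly6c2 and Vcan, genes of monocytes, among its leading genes. The monocyte list scored highest there (0.747), just short of the 0.8 needed for a name. A macrophage-like cluster led by Chil3 and Ear2 held 15.3% of WT 1 and 0.0166% of KO 2. In clusters 2 and 4 the osteoclast list scored highest (0.104 and 0.270), with Ctsk among the leading genes of cluster 2 and Atp6v0d2 among those of cluster 4. In cluster 1, led by Apoe, the macrophage list scored highest (0.589). No gene of the macrophage list was among the 10 leading genes of clusters 1, 2 or 4. DC-like cells also lay apart, with 7.09% of WT 1 in cluster 9, led by Retnla and with Ciita and Cd209a, and 11.0% of KO 2 in cluster 6, where H2-Ab1 and Cd74 were among the leading genes. Both also carried macrophage transcripts, with C1qa at 667 and 580.2 CPM and C1qb at 1031 and 1231 CPM, against 208 and 450.1 CPM in cluster 1. Of the genes of DCs, Zbtb46 was at 17.8 and 16.5 CPM and Flt3 at 1.36 and 5.56 CPM.
Other classes held cells of both libraries. Neutrophil-like cells (Ngp, S100a9, S100a8) made up 6.94% (6.43 to 7.48%, exact Clopper-Pearson) of WT 1 and 5.88% (5.47 to 6.31%) of KO 2. The direction depended on the setting, with 2.18% and 3.51% at Leiden resolution 1.0 and 2.88% and 3.52% with barcodes of at least 500 UMIs. Mature DC-like cells (Ccl22, Ccr7, Fscn1) made up 6.83% and 4.71%, respectively. Dividing cells made up 1.16% and 6.23%, and their cluster was also led by Elane and Mpo, genes of granulocyte precursors. Stromal-like cells (0.784% and 0.431%) and basophil-like cells (0.215% and 0.282%, but 0.789% and 0.665% with barcodes of at least 500 UMIs) were rare, and the cluster of the latter was led by Prss34 and Mcpt8, genes of basophils, but also by Prg2, a gene of eosinophils, and by Pf4, Itga2b and Ppbp, genes of platelets. In a joint principal component analysis with equal numbers of cells, 96.5% of a cell's 30 nearest neighbors came from its own library, against 50.1% when WT 1 or KO 2 alone was parted at random into equal groups. Within single clusters the own-library share was 87.6% among neutrophil-like cells (646 drawn per library) and 88.3% among mature DC-like cells (569). It was 64.3% among dividing cells (108) and 54.5% among stromal-like cells (52). For the dividing and stromal-like cells, 30 neighbors are a large part of so few cells, which can lower the share. A cluster that holds nearly only 1 library may be that library and not a cell type. The score for naming a class was lowered from 1 to 0.8 after the leading genes of cluster 9 had been seen. The lower limit named cluster 9 (0.870), nearly all WT 1, and left cluster 3 (0.747), nearly all KO 2, without a name. At a score of 1 cluster 9 has no name. The DC-like share is then 0.183% of WT 1 and 11.0% of KO 2, in place of 7.27% and 11.1%.

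**Figure D1:**
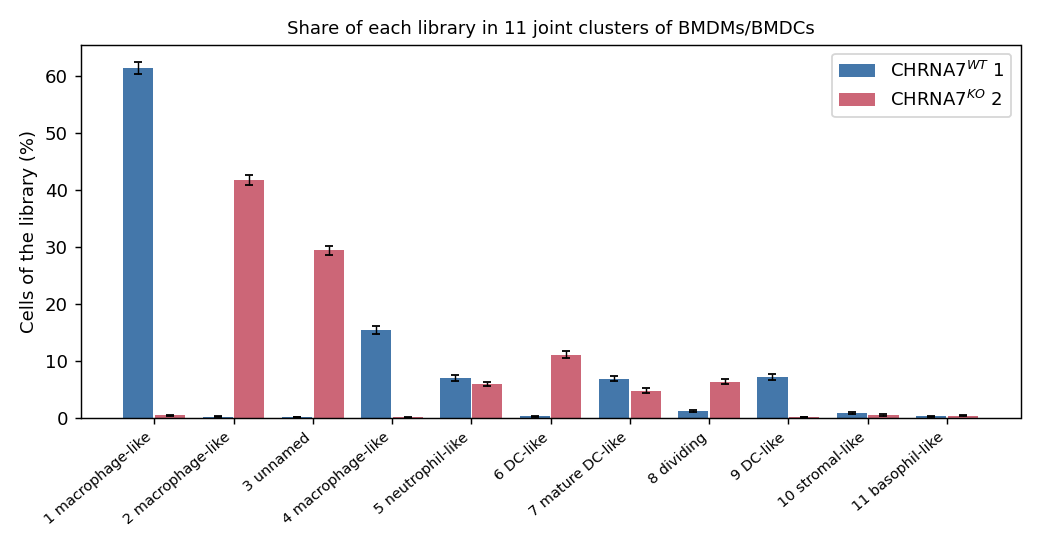
Share of the cells of CHRNA7 WT 1 (blue) and CHRNA7 KO 2 (red) in each of 11 joint clusters, in percent, with exact 95% intervals as error bars. Clusters 1, 4 and 9 hold nearly only WT 1 cells, clusters 2, 3 and 6 nearly only KO 2 cells, and cluster 5 holds 6.94% and 5.88%.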

The substantial differences in gene expression between CHRNA7^KO^ and CHRNA7^WT^ (Fig. 3A) were consistent upon analysis of independent biological replicates of CHRNA7^KO^ (Fig. 3B) versus CHRNA7^WT^ (Fig. 3B) cells. 

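Of the macrophage markers, Lyz2 was detected in most cells of both libraries, and Cd68 and Itgam in fewer. After each cell was thinned to 2000 UMIs, Lyz2, which encodes lysozyme, was detected in 94.9% of WT 1 cells and 94.2% of KO 2 cells. Cd68, a lysosomal glycoprotein of macrophages, was detected in 44.9% (43.8 to 45.9%, exact Clopper-Pearson) and 49.8% (48.9 to 50.7%). Itgam, which encodes CD11b, was detected in 56.4% and 44.8%, at 554 CPM in WT 1 and 323 CPM in KO 2 (1.71-fold lower in KO 2, 1.69 to 1.74). The DC markers were detected in fewer cells. Ccr7, a chemokine receptor of migrating DCs, was detected in 7.09% of WT 1 and 4.32% of KO 2, and the MHC class II genes H2-Eb1 in 26.0% and 24.5% and H2-Ab1 in 30.0% and 32.0%.
The markers differed between cell classes in both libraries. Ccr7 was detected in 91.4% of mature DC-like cells of WT 1 and 79.3% of those of KO 2, at 1745 and 997 CPM, against 0.619% and 0.423% of neutrophil-like cells, which should lack it. H2-Eb1 was detected in 98.0% of the DC-like cells of WT 1 in cluster 9 and 95.9% of those of KO 2 in cluster 6, against 4.95% and 11.1% of neutrophil-like cells. For H2-Ab1 these shares were 99.1% and 96.2% against 7.12% and 13.1%. Cd68 was detected in 48.0% of the macrophage-like cells of WT 1 in cluster 1, 66.5% of those in cluster 4 and 65.4% of those of KO 2 in cluster 2. In stromal-like cells it was detected in 16.4% and 23.1%. Lyz2 was at 17181 CPM in cluster 1 and 21355 CPM in cluster 4 of WT 1, and at 18428 CPM in cluster 2 of KO 2. Lyz2 was at 2024 and 2451 CPM in mature DC-like cells of WT 1 and KO 2 and 11054 and 12961 CPM in neutrophil-like cells. It was detected in 100% and 99.7% of neutrophil-like cells and in 71.2% and 82.7% of stromal-like cells, so its detection was not specific to macrophage-like cells. Itgam was higher in neutrophil-like cells, at 902 CPM in WT 1 and 517 CPM in KO 2, than in cluster 1 of WT 1 (641 CPM) or cluster 2 of KO 2 (356 CPM). Median depth was 4257.5 UMIs in neutrophil-like cells of WT 1 and 3941.5 in those of KO 2, 5990.5 and 6510 in mature DC-like cells, 5455 in cluster 9 of WT 1, 5988.5 in cluster 6 of KO 2, 6118 in cluster 1 of WT 1, 6280 in cluster 2 of KO 2, and 13848 and 11021.5 in stromal-like cells. Without thinning, the shares in all cells of WT 1 and KO 2 were 75.0% and 78.4% for Cd68, 81.9% and 76.5% for Itgam, 98.9% and 98.6% for Lyz2, 9.26% and 5.98% for Ccr7, 35.3% and 35.3% for H2-Eb1, and 43.9% and 49.7% for H2-Ab1. On GRCm38 the genes are Cd68 (ENSMUSG00000018774, chromosome 11 from 69664213 to 69666153), Itgam (ENSMUSG00000030786, chromosome 7 from 128062640 to 128118491), Lyz2 (ENSMUSG00000069516, chromosome 10 from 117277331 to 117282321), Ccr7 (ENSMUSG00000037944, chromosome 11 from 99144196 to 99155077), H2-Eb1 (ENSMUSG00000060586, chromosome 17 from 34305867 to 34316674) and H2-Ab1 (ENSMUSG00000073421, chromosome 17 from 34257689 to 34269419). The class names rest on marker lists that include these 6 genes, so the class shares are not independent of them.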

Analysis of the distribution of classic expression markers for macrophages and DCs showed a distribution of cell types based on expression of macrophage markers (i.e. CD68, CD11b/ITGAM, Lyz2) versus DC markers (i.e. CCR7, H2-Eb1, and H2-Ab1) (Fig. 3C). Pathway analysis based on DAVID (david.ncifcrf.gov) identified pathways regulating inflammatory responses, cell activation, and leukocyte migration that were downregulated in CHRNA7^KO^ BMDMs/BMDCs (Fig. 3D, top) and pathways that were upregulated in CHRNA7^KO^ BMDMs/BMDCs such as stress responses, apoptotic signaling, catabolic processes, and macroautophagy (Fig. 3D, bottom) compared with CHRNA7^WT^ cells. 

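Genes of leukocyte migration and phagocytosis were lower in KO 2. Of 24 measured genes of leukocyte migration and chemokine receptors, 13 were at least 1.5-fold lower and 2 at least 1.5-fold higher, with a median log2 ratio of -0.71. Ccr2, the receptor for monocyte chemoattractant protein, was at 1222 CPM in WT 1 and 559 CPM in KO 2, and Fpr1, a receptor for formylated peptides, at 25.2 and 11.4 CPM. Of 26 phagosome genes, 15 were at least 1.5-fold lower and 3 higher (median -0.61), among them the Fc receptor Fcgr4 (64.1 and 20.1 CPM) and Mertk, which takes up apoptotic cells (101 and 34.7 CPM). Of 24 genes of lipoprotein clearance and endocytosis, 12 were lower and 1 higher by that size (median -0.68), and the cholesterol transporter Abca1 was at 74.0 and 16.1 CPM.
For the inflammatory response, 7 of 23 genes were at least 1.5-fold lower and 3 higher, and the median of -0.23 lay at percentile 33.8 of 10000 random lists matched on mean CPM. Its lowest members were receptors, Ptafr (86.9 and 30.4 CPM), Fpr1 and C5ar1 (91.2 and 42.3 CPM). On that scale the migration, phagosome and lipoprotein lists were each at percentile 0. With scaling by the median of ratios, 5 genes of the inflammatory response were lower and 4 higher by that size, 12 and 2 of migration, 10 and 3 of the phagosome and 12 and 2 of lipoprotein clearance. Within single classes the phagosome median was inside the central 95% of random lists in neutrophil-like (-0.16) and mature DC-like cells (-0.23), and the lipoprotein median in neutrophil-like cells (-0.30). Genes of alternative activation by IL-4 had 8 of 19 members lower and 1 higher (median -0.43, percentile 2.88), MAPK and immediate-early genes 6 of 19 lower and 1 higher (median -0.12, percentile 55.3, but 0.012 with scaling by the median of ratios), and DC maturation genes 3 of 11 lower and 0 higher (median -0.28, percentile 28.9).
Among stress and unfolded protein genes, 4 of 24 were higher and 4 lower by at least 1.5-fold (median -0.15, percentile 43.2). Sdf2l1 was at 25.4 CPM in WT 1 and 51.6 in KO 2, and the chaperone Hspa5 at 383 and 202 CPM. Of 20 genes of intrinsic apoptosis, 2 were higher and 4 lower (median 0.16, percentile 97.2), and 2 were higher and 1 lower with scaling by the median of ratios. The pro-apoptotic Bax was at 133 and 260.0 CPM, and Bcl2l11, also pro-apoptotic, at 168 and 82.0 CPM. Of 22 genes of macroautophagy, 1 was higher, Map1lc3a (40.2 and 64.9 CPM), and 4 were lower, among them the cargo receptor Sqstm1 (156 and 80.4 CPM), with a median of -0.23 at percentile 32.1, while 4 were higher and 3 lower with scaling by the median of ratios. The catabolic genes of the proteasome were higher in KO 2, with 9 of 26 at least 1.5-fold higher and 0 lower (median 0.42, percentile 99.99, but 97.2 and inside the central 95% of random lists matched also on length and GC content), as for Psmd8 (237 and 564 CPM) and Psmb6 (122 and 242 CPM). The median gene had a log2 ratio of -0.18, and of -0.05 when libraries were scaled by the median of ratios. The sign of some medians depended on the setting: macroautophagy was at 0.24 among genes with a mean of at least 50 CPM and 0.07 within both neutrophil-like and mature DC-like cells, stress genes at 0.11 within neutrophil-like cells, inflammatory genes at 0.13 within mature DC-like cells, and apoptosis genes at -0.01 within macrophage-like cells.

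**Figure D2:**
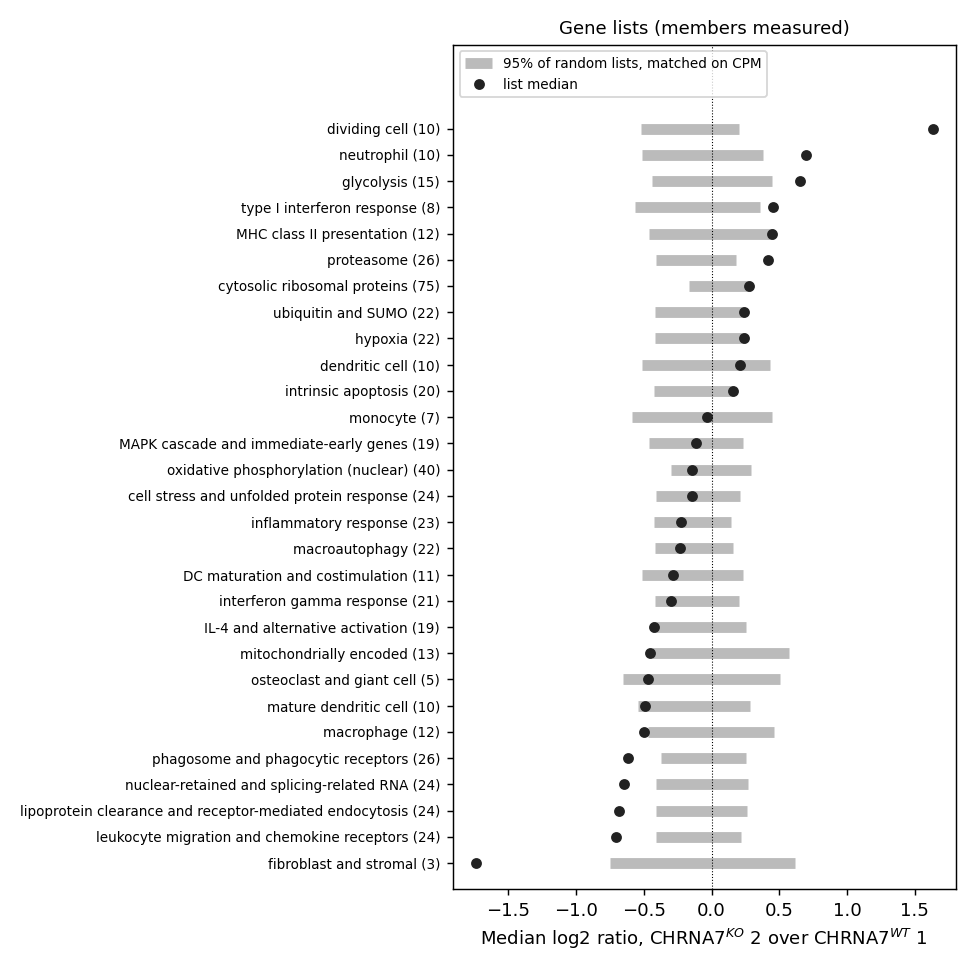
Median log2 ratio of CHRNA7 KO 2 over CHRNA7 WT 1 (x axis) for each gene list, with the number of measured genes in brackets. Dots are list medians and gray bars the central 95% of random lists matched on CPM. Leukocyte migration (-0.71) lies left of its bar. The proteasome (0.42) lies right of its bar, but inside the central 95% of random lists matched also on length and GC content.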

At an individual gene level, we identified increases in gene expression in CHRNA7^KO^ versus CHRNA7^WT^ BMDMs/BMDCs of Ankrd37 that was associated with hypoxia and Scand1 with transcriptional regulation, and Ubx1, Sumo2, and Ubb that were associated with regulation of ubiquitination (Fig. 3E). In contrast, CHRNA7^WT^ BMDMs/BMDCs were characterized by increases in cells expressing tumor necrosis factor α–induced protein 2 ((TNFaip2) that regulated TNFα signaling, macrophage markers like the Fcγ receptor (Fcgr2b), a chemokine receptor (CCR5), matrix proteases (MMP8 and MMP12), and mannose receptor (Mrc) (Fig. 3E). Together, these findings supported a role for CHRNA7 in regulating gene expression in BMDMs/BMDCs.

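All 5 genes were higher in KO 2 than in WT 1, by 1.84-fold to 3.00-fold. Ankrd37 (ENSMUSG00000050914, chromosome 8 from 45996902 to 46005707 of GRCm38), a target of hypoxia-inducible factor, was at 101 CPM in WT 1 and 228 CPM in KO 2, 2.25-fold higher (exact conditional binomial interval 2.19 to 2.32). Scand1 (ENSMUSG00000046229, chromosome 2 from 156311847 to 156312704), which encodes a SCAN domain protein, went from 193 to 354 CPM between the libraries (1.84-fold, 1.80 to 1.88). Ubxn1 (ENSMUSG00000071655, chromosome 19 from 8871496 to 8875863; Ubx1 in the paper's text), a ubiquitin-binding protein, was 1.98-fold higher (1.93 to 2.02; 181 and 357 CPM). Sumo2 (ENSMUSG00000020738, chromosome 11 from 115523102 to 115536276), a small ubiquitin-like modifier, was 2.28-fold higher (2.22 to 2.33; 141 and 321 CPM). Ubb (ENSMUSG00000019505, chromosome 11 from 62551171 to 62553213), which encodes polyubiquitin and has a near-identical copy that can share reads with it, was 3.00-fold higher (2.97 to 3.04; 520.5 and 1562 CPM).
The 5 genes were higher in KO 2 within cell classes found in both libraries as well. Among neutrophil-like cells, Ankrd37 was at 86.1 CPM in WT 1 and 171 CPM in KO 2, and Ubb at 603 and 1848 CPM. Among mature DC-like cells, Ankrd37 was at 21.2 and 69.4 CPM, and Sumo2 at 236 and 508 CPM. Of 22 measured genes of the ubiquitin and SUMO systems, 8 were at least 1.5-fold higher and 1 lower (median log2 ratio 0.24, percentile 97.1 of random lists), among them Ube2s, a ubiquitin-conjugating enzyme of mitosis (43.3 and 146 CPM). Of 22 genes of hypoxia, 7 were higher and 2 lower (median 0.24, percentile 96.9), with Egln3 at 85.2 and 195 CPM and Hk2 at 198 and 75.2 CPM. These lists hold Ubb, Sumo2 and Ubxn1, and Ankrd37, which the study chose on these samples, so their counts are not independent of that choice. Shorter transcripts were higher in KO 2 across all genes (Spearman's rho -0.46). Relative to the median gene, the 5 genes had a median log2 ratio of 1.35, and of 0.81 after the median of genes of like length and GC content was removed. Of 25 genes that Fig. 3E shows as higher in CHRNA7 KO, 25 were at least 1.5-fold higher, a count that is not independent because the study chose them on these samples.

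**Figure D3:**
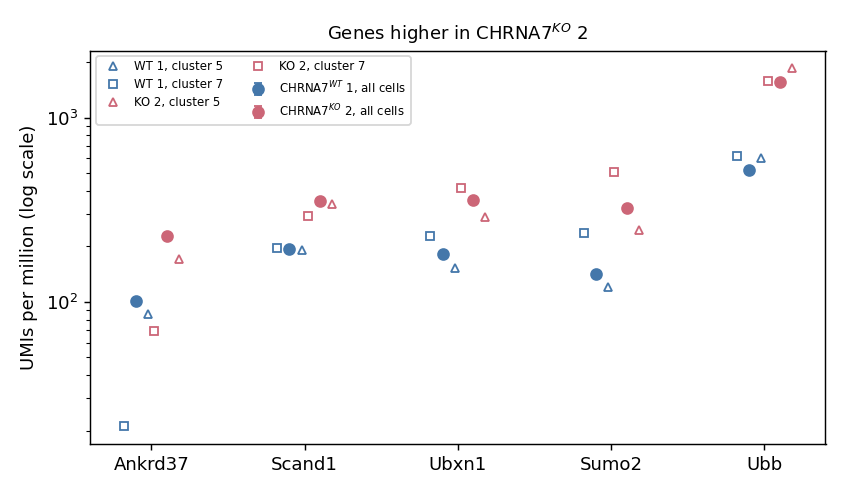
CPM (log scale) of Ankrd37, Scand1, Ubxn1, Sumo2 and Ubb in CHRNA7 WT 1 (blue) and CHRNA7 KO 2 (red). Filled circles are all cells, with exact 95% Poisson intervals smaller than most symbols, triangles the neutrophil-like cluster 5 and squares the mature DC-like cluster 7. The red symbol lies above the blue symbol of the same shape for each gene, as for Ubb at 1562 and 520.5 CPM.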

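Tnfaip2, Fcgr2b, Mmp8, Mmp12 and Mrc1 were higher in WT 1 than in KO 2, by 1.94-fold to 3.05-fold. Tnfaip2 (ENSMUSG00000021281, chromosome 12 from 111442469 to 111455018 of GRCm38) was at 268 CPM in WT 1 and 87.9 CPM in KO 2, 3.05-fold higher in WT 1 (exact conditional binomial interval 2.96 to 3.13). Fcgr2b (ENSMUSG00000026656, chromosome 1 from 170958617 to 170976547), the inhibitory Fcγ receptor, was 2.55-fold higher (2.499 to 2.60; 446 and 175 CPM). The neutrophil collagenase Mmp8 (ENSMUSG00000005800, chromosome 9 from 7558456 to 7568485) was 2.57-fold higher (2.52 to 2.63; 416 and 162 CPM), and the macrophage elastase Mmp12 (ENSMUSG00000049723, chromosome 9 from 7344381 to 7369499) 2.90-fold higher (2.88 to 2.92; 3533 and 1217 CPM). Mrc1 (ENSMUSG00000026712, chromosome 2 from 14229392 to 14332057), the mannose receptor, was 1.94-fold higher (1.90 to 1.98; 420.5 and 217 CPM).
Among neutrophil-like, mature DC-like, dividing and stromal-like cells, Mmp8 was highest in neutrophil-like cells, at 1724 CPM in WT 1 and 541 CPM in KO 2. Tnfaip2 was at 358 and 130.2 CPM in neutrophil-like cells. In mature DC-like cells Mmp12 was at 751 and 238 CPM, and Tnfaip2 at 163 and 46.6 CPM. Mrc1 was low in neutrophil-like cells, at 50.5 CPM in WT 1 and 52.7 CPM in KO 2, the opposite direction. Of 12 measured macrophage markers, 6 were at least 1.5-fold lower in KO 2 and 0 higher (median log2 ratio -0.50, percentile 1.61 of random lists), among them Csf1r, the M-CSF receptor (307 and 155 CPM), and C1qc, a chain of complement C1q (279 and 154 CPM). The median of these markers was 0.013 within neutrophil-like and 0.51 within mature DC-like cells, the opposite direction. Of 7 measured genes of monocytes, 3 were at least 1.5-fold higher in KO 2 and 1 lower (median log2 ratio -0.04, percentile 64.7). Ly6c2 was 2.21-fold and Plac8 4.87-fold higher in KO 2, while Ccr2 was lower (1222 CPM in WT 1 and 559 in KO 2). In KO 2, 29.3% of cells lay in the unnamed cluster with the monocyte list as its highest, against 0.0537% of WT 1. Plac8 was at 68.0 CPM in that cluster and at 384 CPM in the dividing cluster. The study chose the genes of Fig. 3E on these samples as well.

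**Figure D4:**
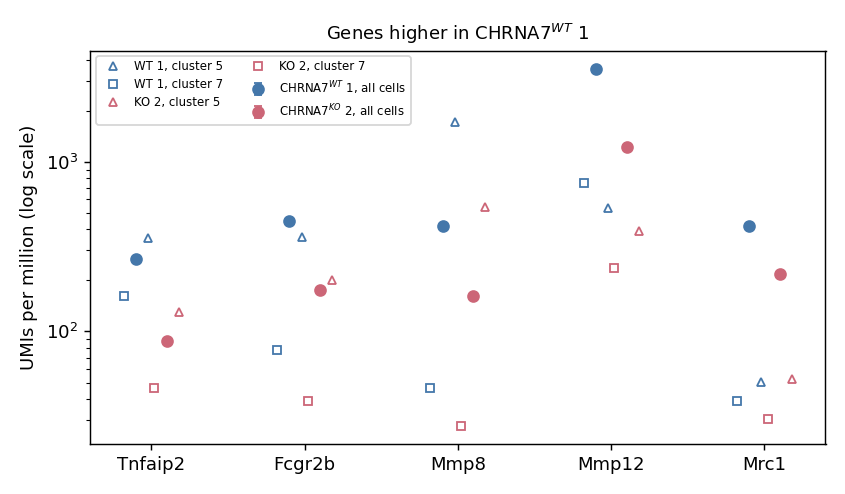
CPM (log scale) of Tnfaip2, Fcgr2b, Mmp8, Mmp12 and Mrc1 in CHRNA7 WT 1 (blue) and CHRNA7 KO 2 (red). Filled circles are all cells, with exact 95% Poisson intervals smaller than most symbols, triangles the neutrophil-like cluster 5 and squares the mature DC-like cluster 7. Blue lies above red for the same shape except for Mrc1 in cluster 5, at 50.5 and 52.7 CPM.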

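The 30 genes with the largest ratios between the libraries, 15 in each direction, were taken among genes with a mean of at least 50 CPM and the same direction in neutrophil-like and mature DC-like cells. Those lower in KO 2 included the lipid carrier Apoe (607 CPM in WT 1 and 124 in KO 2), the phospholipase Pla2g7 (148 and 31.1 CPM), fibronectin, Fn1 (3930.5 and 1028 CPM), the immediate-early gene Egr1 (217 and 62.7 CPM) and the nuclear RNA Malat1 (21047 and 6479.6 CPM). The largest was Polr2l, a subunit of RNA polymerase II (227 and 31.4 CPM, 7.23-fold lower, 6.93 to 7.55), followed in size by Apoe, Pla2g7, Ccdc80 and mt-Nd3. Also in this group were Pdcd4, Pet100, Lpar6 and Rps29, with Tnfaip2, Mertk and Mmp12. Those higher in KO 2 included Plac8, a gene of monocytes (18.0 and 87.9 CPM), Stmn1, a regulator of microtubules (30.6 and 114 CPM), Prtn3, a protease of granulocyte precursors (41.9 and 134 CPM), the glycolytic enzyme Eno1 (139 and 443 CPM), the ribosomal protein gene Rps2 (901 and 3159.8 CPM) and the RNA-binding protein gene Rbm3 (155 and 448 CPM). Mpst, Impa2, Ube2s, Gm10076, Rpl3, Btf3, Ftl1-ps1 and Ubb were also in that group. Plac8 was lower in KO 2 within macrophage-like cells (log2 ratio -0.19). Within the dividing cluster, which held 1.16% of WT 1 and 6.23% of KO 2, Plac8, Stmn1 and Prtn3 differed less. There Plac8 was at 342 CPM in WT 1 and 390 in KO 2, Stmn1 at 579.9 and 839 CPM and Prtn3 at 731 and 887.5 CPM. Of these 30 genes, 10 have a near-identical copy with which reads can be shared, among them mt-Nd3, Rps29, Btf3, Ubb, Ftl1-ps1, Eno1, Rps2, Rpl3 and Gm10076. Over all 9069 genes the median absolute log2 ratio was 0.41. From the distinct clusters, the pathways and the genes in Fig. 3, the paper takes support for a role of CHRNA7 in regulating gene expression in BMDMs/BMDCs.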

**Figure 3.**
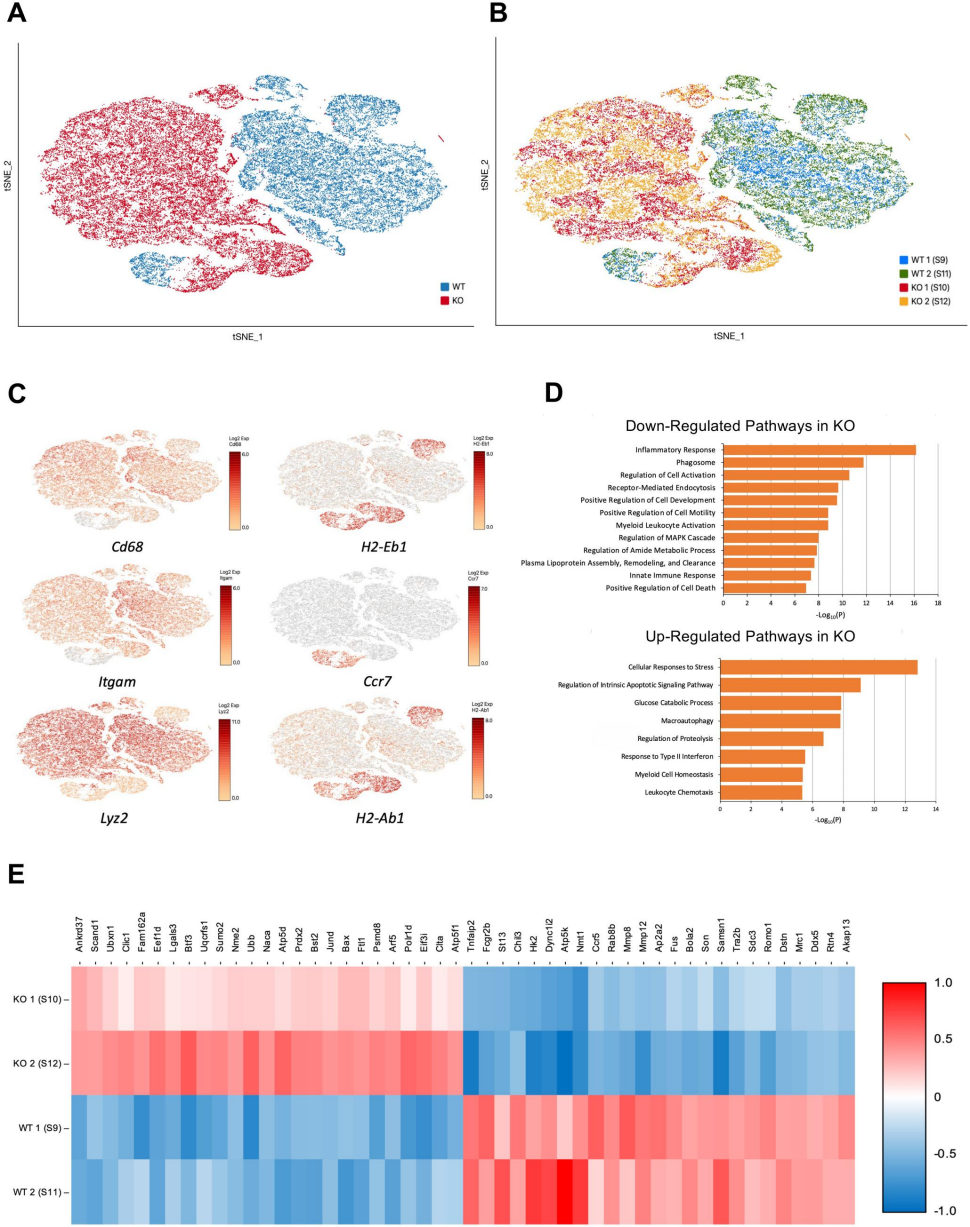
Single-cell transcriptomic analysis of CHRNA7-regulated gene expression in BMDCs. (A) scRNAseq analysis of BMDCs identifies distinct populations from pooled BMDCs of CHRNA7^WT^ versus CHRNA7^KO^ mice. (B) Analysis of individual replicates of CHRNA7^WT^ versus CHRNA7^KO^ mice. (C) Identification of genes relevant to BMDC differentiation. (D) Pathway analysis of genes down/upregulated in CHRNA7^KO^ mice compared with control CHRNA7^WT^ BMDCs. (E) Top genes down/upregulated in BMDCs from CHRNA7^WT^ versus CHRNA7^KO^ BMDCs.

### CHRNA^KO^ reduces immune surveillance markers in the tumor microenvironment

With in vitro data supporting a functional role for CHRNA7 activity in immune cell activation (Fig. 3), and the tumor permissive phenotype of CHRNA7^KO^ mice (Fig. 1), we performed a combination of immunohistochemistry and flow cytometry to localize and quantify tumor-associated immune cells. To localize CHRNA7-dependent changes in tumor-associated immune cells, we immunostained E0771 tumors from CHRNA7^KO^ versus WT mice with an anti-CD11c antibody (Fig. 4). We identified CD11c^+^ cells localized in the tumor margins (Fig. 4A, left) of WT mice, while CHRNA7^KO^ mice lacked CD11c^+^ cells in representative tumor sections (Fig. 4A, right). Flow cytometry was performed to identify changes in the immune cell profile between CHRNA7^KO^ and WT mice. CHRNA7^KO^ mice had decreased levels of MHCII, CD11c, and CD83 expression in CD11b^+^ cell subsets (Fig. 4B–D), while no overall changes in the numbers of CD11b^+^ or F4/80^+^ tumor macrophages were observed (Fig. 4E, F). Based on the reduced expression of APC activation markers such as MHCII, CD11c, and CD83 on CD11b^+^ cells, we analyzed tumors for changes in the number of tumor-associated CD8 T cells and observed a decrease in TILs in CHRNA7^KO^ mice compared with WT mice (Fig. 4G). These findings suggested a link between increased tumor burden in CHRNA7^KO^ (Fig. 1) and reduced expression of APC activation markers and recruitment of CD8^+^ TILs in vivo (Fig. 4).

**Figure 4.**
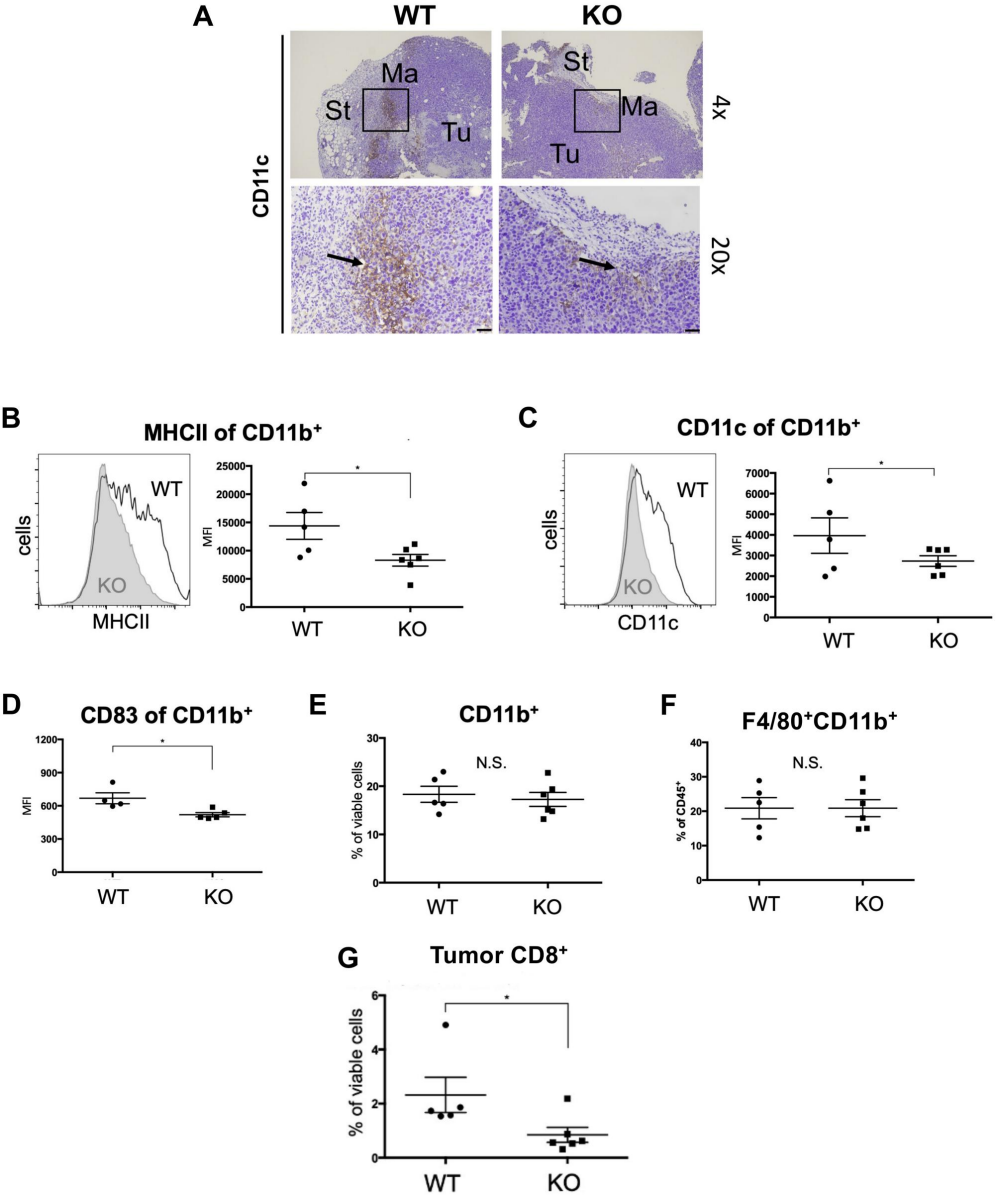
Analysis of immune markers associated with tumor immune surveillance in tumor-bearing CHRNA7^KO^ mice. (A) Immunolocalization of CD11c^+^ cells in the tumor margins of CHRNA7^WT^ versus CHRNA7^KO^ mice of primary E0771 tumors injected into the MFP. (B) Quantification of CHRNA7-mediated reductions in MHCII levels on subsets of tumor-associated CD11b^+^ cells in CHRNA7^KO^ mice. (C) Analysis of CD11c^+^CD11b^+^ subsets in tumors. (D) Analysis of CD83^+^CD11b^+^ cells. (E) Analysis of CD11b^+^ cells and (F) F4/80^+^CD11b^+^ (not significant). (G) Analysis of CD8^+^ cells. Individual dots are representative of technical replicates from a single experiment (n = 4–6 in each arm). Student’s *t* test in panels B to G. Data are shown as mean fluorescence intensity ± SD. *P < 0.05; N.S., not significant; Ma, margin; St, stroma; Tu, tumor.

### In vivo activation of CHRNA7 reduces tumor burden and increases survival in TNBC

Based on genetic approaches establishing a tumor-permissive phenotype using CHRNA7^KO^ mice (Fig. 1), we next tested a pharmacological approach that focused on in vivo testing of a small molecule agonist that is highly specific for CHRNA7, AR-R17779, in several different models of TNBC (Fig. 5). First, we used 4T1 mouse carcinoma cells that were syngeneic and highly metastatic to the lung in BALB/c mice to test the effect of AR-R17779 on tumor progression. Mice were injected with 4T1 tumor cells, monitored for 23 d, and then randomized for intraperitoneal administration of AR-R17779 every 48 h. Reductions in tumor volume (Fig. 5A) were observed following treatment with AR-R17779 compared with vehicle control with significant reductions in tumor volume in the AR-R17779–treated group from days 25 through to tumor harvest on day 37 (AR-R17779 = 1,099 mm^3^; vehicle = 2,355 mm^3^; *P* = 0.0046). To assess the effects of AR-R17779 on lung metastases, we injected a separate cohort of mice with 4T1 tumor cells that were monitored for 10 d, and the primary tumor resected, as detailed in the Materials and Methods. Mice were then randomized and administered AR-R17779 or vehicle control for an additional 10 d, at which point lungs were harvested for enumeration of lung macrometastases. Significant reductions in metastases were observed in AR-R17779–treated mice vs controls (*P* = 0.0363) (Fig. 5B). To compare the antitumorigenic effects of AR-R17779 in a second immune competent breast tumor model, we injected E0771 tumor cells into C57BL/6 mice that were then treated with AR-R17779 vs vehicle control by intraperitoneal injection every 48 h. In the AR-R17779–treated group, we observed a significant increase in overall survival (Fig. 5C) and decreased tumor wet weight (Fig. 5D). In a third mouse model of immune competent breast cancer, we tested the effects of AR-17779 on tumor progression in a genetic model of spontaneous onset of breast cancer in transgenic mice expressing Polyoma Middle T under the control of the MMTV promoter (PyMT-MMTV). This multifocal TNBC tumor model in the FVB strain was subjected to treatment with AR-R17779 versus vehicle control every 48 h, in which we observed a significant increase in survival in AR-R17779–treated mice compared with vehicle-treated mice (Fig. 5E). Together, these findings show that AR-R17779 has an antitumorigenic effect in multiple models of immune-competent breast cancer that led us to consider whether this therapeutic approach was relevant to our studies on the expression of CHRNA7 observed in myeloid immune cells from the previous studies.

**Figure 5.**
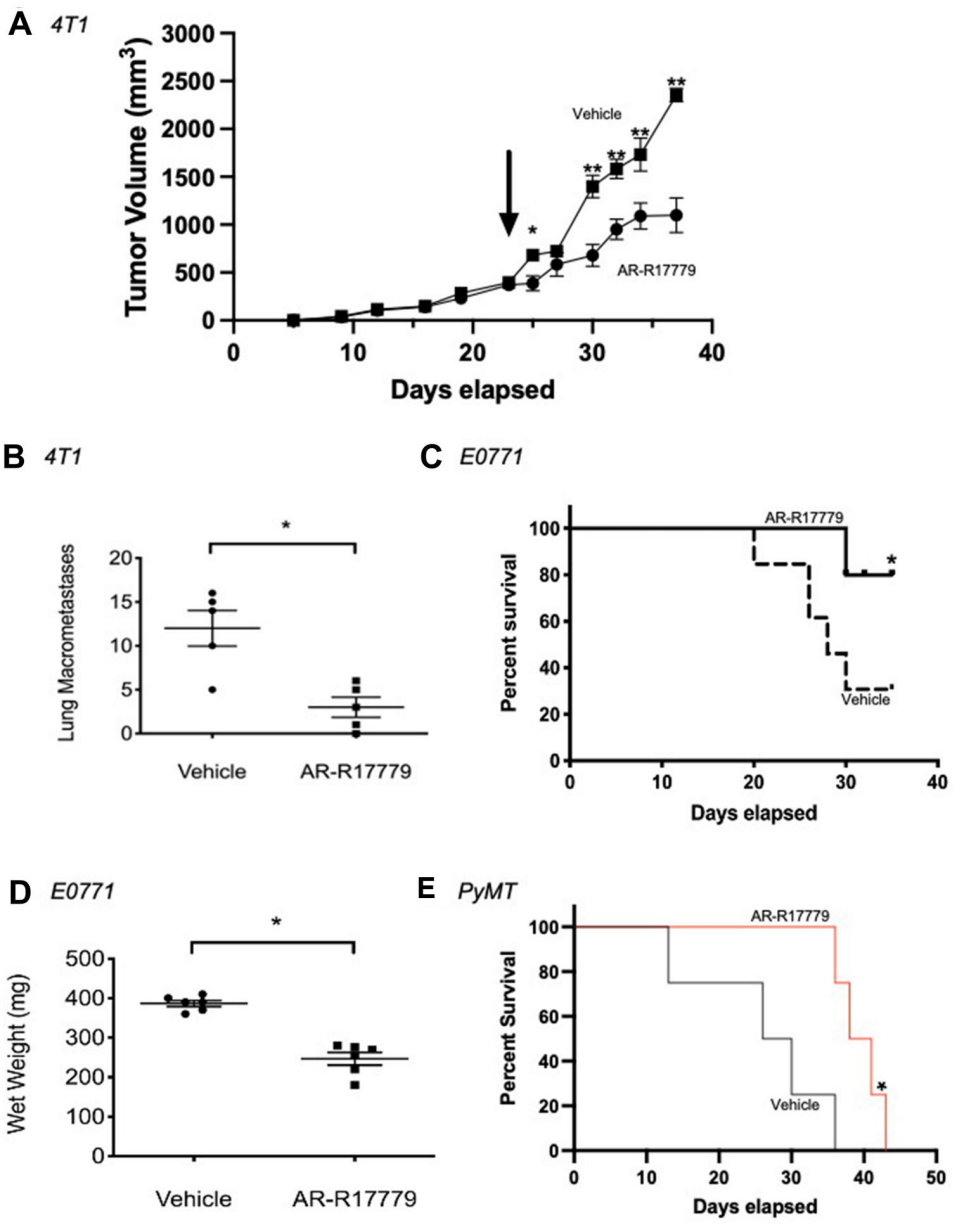
Pharmacological testing of the CHRNA7 agonist AR-R17779 in mouse models of TNBC. (A) Tumor volume of syngeneic BALB/c mice injected with 4T1 mammary carcinoma cells, following treatment with vehicle versus AR-R17779 (1 mg/kg, intraperitoneal [IP], every 2 d) starting on day 23 (black arrow). (B) Quantification of lung macro metastases from vehicle-treated versus AR-R17779–treated mice in the 4T1 tumor model. (C) Survival of a syngeneic C57BL/6-based tumor model using E0771 tumor cells matched to the genetic background of CHRNA7^KO^ mice following treatment with vehicle versus AR-R17779 (1 mg/kg, IP, every 2 d). (D) Reduced primary tumor wet weight of AR-R17779–treated mice compared with vehicle. (E) Survival of the spontaneous MMTV-PyMT: FVB mammary tumor model following treatment with vehicle versus AR-R17779 (1 mg/kg, IP, every 2 d). Tumor volumes in (A) are technical replicates of 1 representative experiment, out of 3 performed (n = 5–8 in each arm). Lung macrometastases in (B) are technical replicates of 1 representative experiment, out of 2 performed (n = 5–6 per arm). The survival curves in (C) and (E) are representative of a single experiment performed (n = 6 in each arm). The tumor weight plot in (D) is representative of a single experiment performed (n = 6 in each arm). Two-way analysis of variance with Holm-Sidak correction in panel A, Welch’s *t* test in panels B and D, and Kaplan-Meier survival analysis with log-rank test in panels C and E. All tumor volume data are plotted as mean ± SE. Wet weight and lung macrometastases data are presented as mean ± SD. *P < 0.05; **P < 0.01.

### Treatment effect of AR-R17779 synergizes in combination with anti-PD-L1 therapy

Based on the efficacy of AR-R17779 treatment on reducing tumor progression in several models of TNBC, and evidence that CHRNA7 action in tumor-associated immune cells is relevant in adaptive immunity, we tested the effect of combination therapy of AR-R17779 with an anti-PD-L1 antibody (Fig. 6A). We observed that combination treatment with AR-R17779 and anti-PD-L1 led to a significant increase in survival, compared with vehicle control and treatment with either agent alone. To further validate the effect of combination therapy on survival, the experiment was repeated in the E0771 model. We observed that treatment with AR-R17779 monotherapy and combination therapy of AR-R17779 with anti-PD-L1 led to a significant increase in survival, compared with vehicle control (Fig. 6B). Interestingly, while both experiments suggested synergy between AR-R17779 and anti-PD-L1 when used in combination, anti-PD-L1 monotherapy had a beneficial trend in the E0771 model that became significant in a combination therapy with AR-R17779.

**Figure 6.**
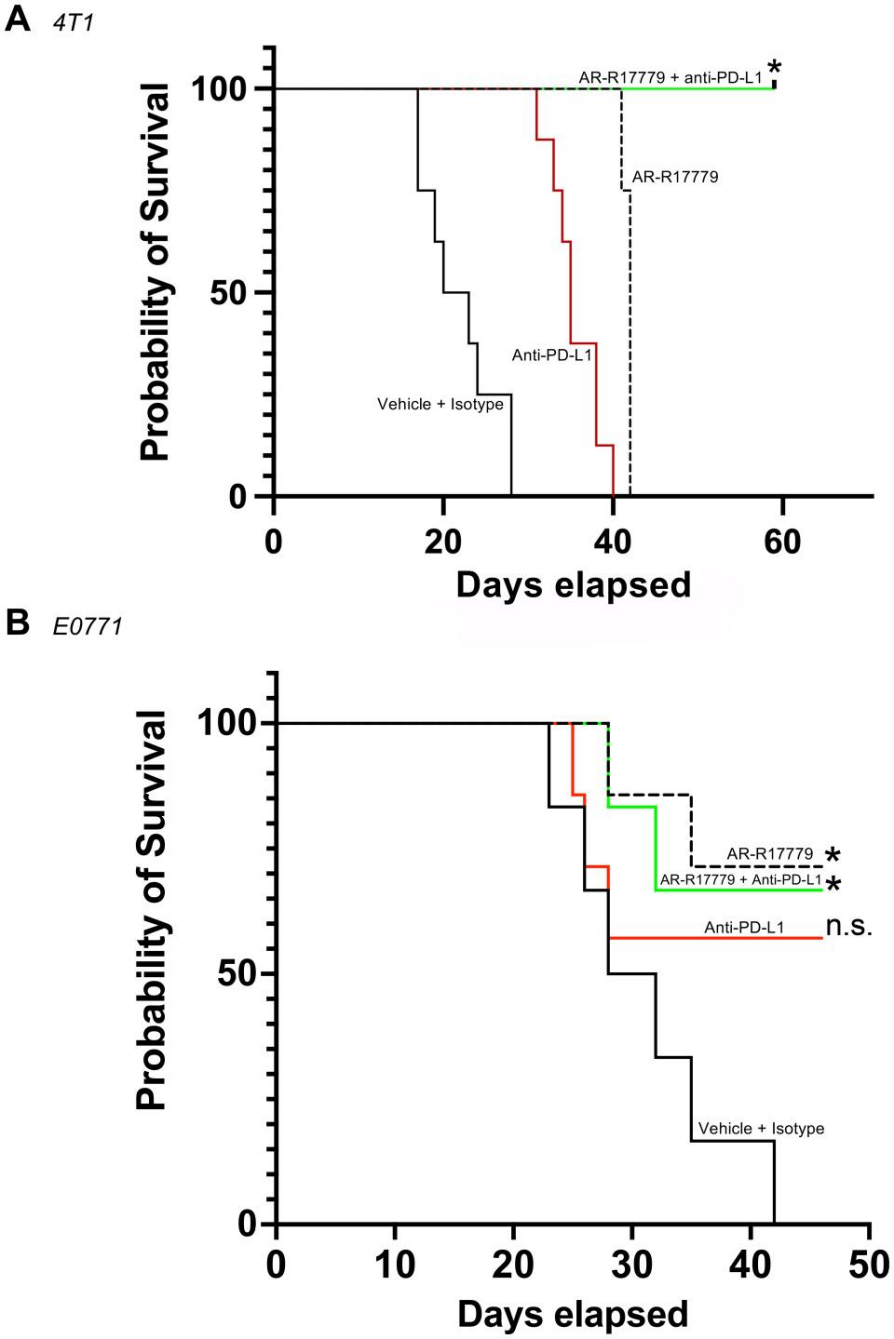
Effect of monotherapy versus combination therapy on mouse survival. (A) Survival of mice in the 4T1/BALB/c mouse model subjected to treatment with monotherapy with AR-R17779 or anti-PD-L1 versus combination therapy of anti-PD-L1 with AR-R17779 compared with a vehicle control. (B) Survival of mice in the E0771/C57BL/6 mouse model subjected to treatment with monotherapy with AR-R17779 or anti-PD-L1 versus combination therapy of anti-PD-L1 with AR-R17779 compared with vehicle control. The survival curve in (A) is representative of 1 experiment performed (n = 8 in each arm). The survival curve in (B) is representative of 1 experiment, out of 2 performed (n = 7 in each arm). Kaplan-Meier survival analysis with log-rank test in panels A and B. *P < 0.05. n.s., not significant.

### Treatment of BMDCs with AR-17779 increases IFN-γ secretion from OT-I T cells

To further explore the effects of AR-R17779 on T cell activation, an ELISpot assay was performed for IFN-γ. BMDCs from C57BL/6 mice were generated as previously described^17^ and treated with increasing doses of AR-R17779 before pulsing with Ova_257–264_ and coculture with splenic T cells from transgenic mice (OT-I) expressing T cell receptors specific to Ova_257–264_ (Fig. 7A). IFN-γ secretion was measured by counting spots with an ELISpot reader and normalizing the counts to spot forming units per 10^6^ T cells (Fig. 7B). We observed a significant increase in IFN-γ secretion in the AR-R17779 treated wells compared with the untreated BMDCs (Fig. 7C).

**Figure 7.**
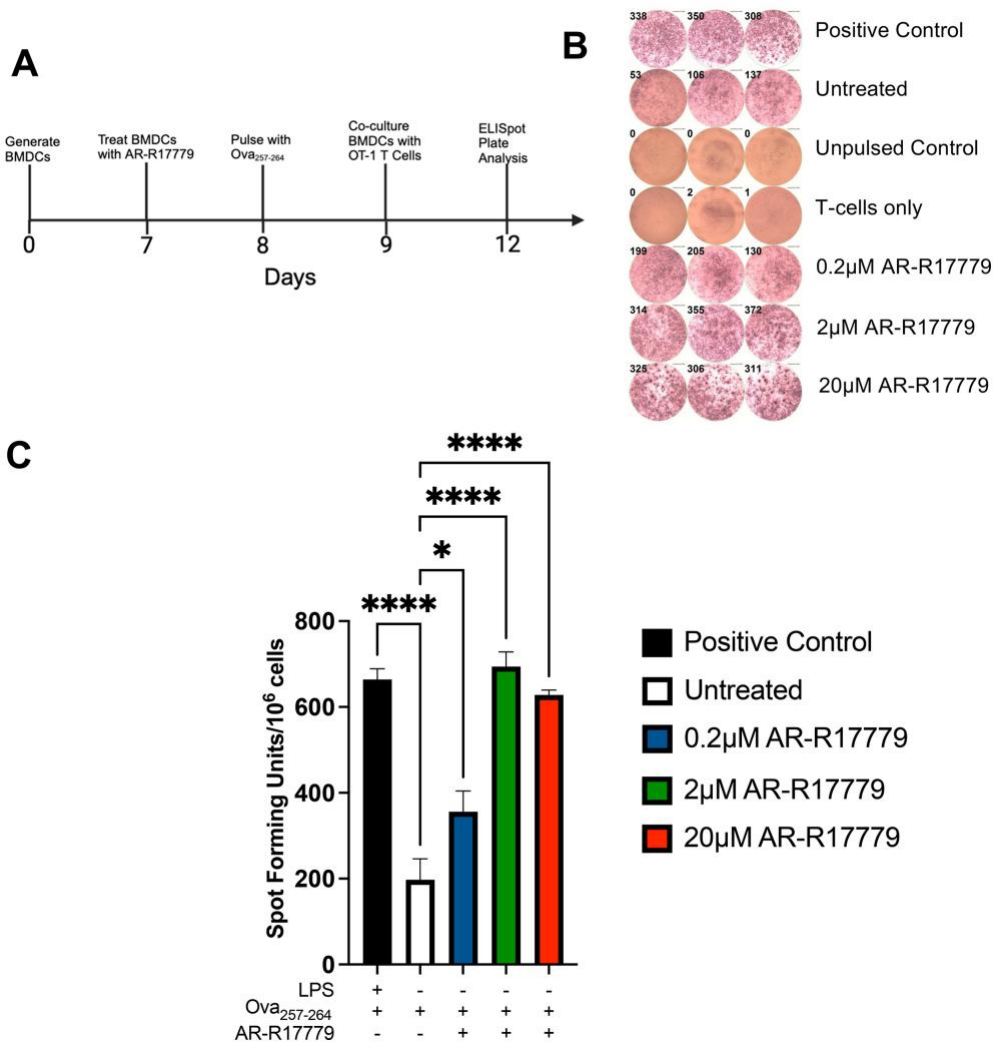
AR-R17779 treated BMDCs increase T cell activation as shown by IFN-γ ELISpot. BMDCs were generated from C57BL/6 mice and treated with AR-R17779 before pulsing with Ova_257–264_. T cells were isolated from OT-I mice via magnetic bead separation. BMDCs and T cells were cocultured on the ELISpot plate for 48 h before plate preparation and reading. (A) Experimental timeline. (B) Representative image from ELISpot plate highlighting experimental conditions and raw spot counts. (C) AR-R17779 increases IFN-γ secretion from OT-I T cells. Spot-forming units are representative of a single experiment (n = 3 per condition). One-way analysis of variance with Holm-Sidak correction in panel C. Data are shown as mean spot-forming units/10^6^ cells ± SEM. *P < 0.05; ****P < 0.0001. LPS, lipopolysaccharide.

### CD8^+^ T cell depletion uncouples treatment effects of AR-R17779

To determine whether there was a dependence of the antitumorigenic activity of AR-R17779 on CD8 T cells, we tested the in vivo effect of CD8 depletion in the 4T1 tumor. 4T1 tumor cells were injected into the MFP as previously described and tumors monitored until day 20 before randomization and treatment (Fig. 8A). Tumor volume measurements showed that CD8 depletion uncoupled the effect of AR-R17779 treatment in the AR-R17779 + anti-CD8 group, as evidenced by the increased tumor volume after treatment with anti-CD8 antibody (Fig. 8B). Treatment of 4T1 tumors with AR-R17779 alone led to a reduction in tumor growth compared with treatment with AR-R17779 + anti-CD8 antibody (Fig. 8D), anti-CD8 antibody alone (Fig. 8E), and vehicle with isotype (Fig. 8F). These results highlighted the potential of AR-R17779 as a novel immune modulator based on the dependence of AR-R17779 activity on CD8^+^ T cells.

**Figure 8.**
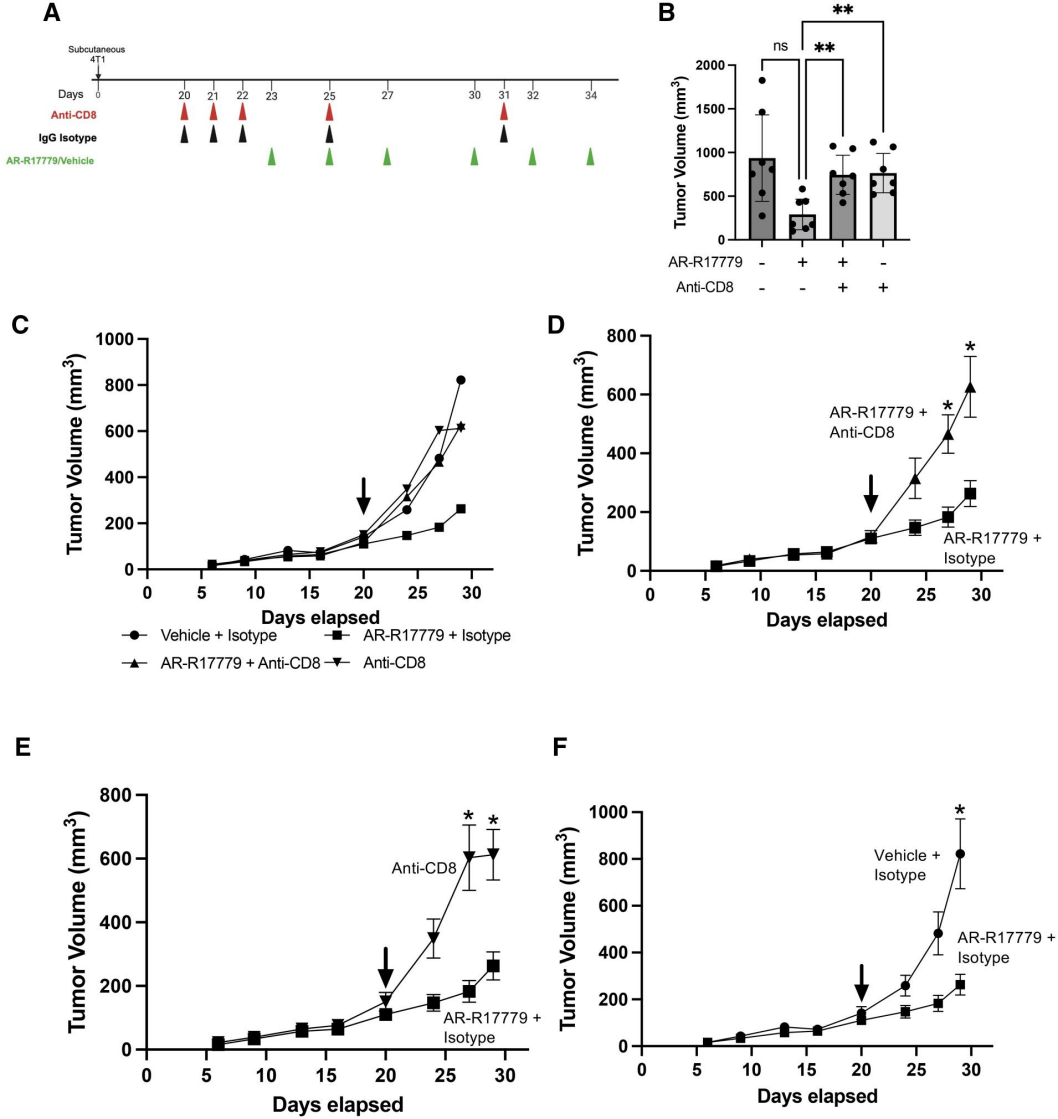
CD8 depletion uncouples antitumor effect of AR-R17779 on 4T1 TNBC tumors. (A) Experimental timeline. Mice were randomized to treatment groups on day 20 after tumor injection. Anti-CD8 injection or anti-IgG Isotype (100 µg/200 µL phosphate-buffered saline) was performed on 3 consecutive days starting on day 20 and treatment with AR-R17779 or vehicle was initiated on day 23 (black arrows in panels C–F). Repeat anti-CD8 or anti-IgG isotype injections were repeated every 6 d. (B) The tumor volume at euthanasia was recorded for each group. (C) Tumor growth curves of each group without comparisons for clarity. (D) Comparison of AR-R17779 and isotype versus AR-R17779 and anti-CD8. (E) Comparison of AR-R17779 and isotype versus anti-CD8. (F) Comparison of AR-R17779 and isotype versus vehicle and isotype. Panels B–F are representative of a single experiment, out of 2 performed (n = 7 per arm). Brown-Forsythe and Welch analysis of variance tests with Dunnett’s T3 test in panel B. Mixed-effects analysis with Holm-Sidak correction in panels C to F. All data are presented as mean tumor volume ± SEM. *P < 0.05; **P < 0.01. ns, not significant.

## Discussion

In this study, we provide the first experimental evidence for CHRNA7 as a biochemical target in activating adaptive immune responses to reduce tumor burden and improve overall survival in immune competent murine breast cancer models. We propose that activation of CHRNA7 drives downstream signaling mediated by transcription factors to reprogram APCs to stimulate adaptive immune responses that convert immunologically “cold” tumors to “hot” tumors. We show that loss of CHRNA7 in KO mice increased tumor burden and reduced animal survival that was associated with decreased numbers of DCs. Supported by data demonstrating that tumor-associated CD11c^+^ immune cells highly expressed CHRNA7, we propose that CHRNA7 is a novel biochemical target for activating tumor-associated DCs that promote adaptive immune responses. Based on genetic approaches that established a functional role for CHRNA7 in the host, we tested the effect of a pharmacological agonist of CHRNA7 that has been validated in the fields of inflammation and neurobehavior. The reduction in tumor burden and increased survival that we observed using the CHRNA7 agonist AR-R17779 in combination with an immune checkpoint inhibitor suggested that tumor-associated CHRNA7^+^ immune cells are novel therapeutic targets.^23^^,^^24^

In the complex milieu of the tumor microenvironment, recent studies have focused on the identification of pathways that reduce immunosuppressive mechanisms that are often present in cancer patients and animal models.^25^ For example, there has been a substantial increase in cancer immunotherapy trials that have yielded mixed results in many cancer types,^26^ but there remains an unmet need to better understand mechanisms of immunosuppression in refractory cancer types such as TNBC.^27^ While inhibition of cytotoxic T lymphocyte activation-4 (CTLA-4) and programmed death-1 (PD-1) on T cells are central to reversing immunosuppression in tumors, tumor-associated myeloid cells such as myeloid-derived suppressor cells, tumor-associated macrophages, and DCs are also involved in suppressing antitumor immunity. With interactions between each of these cell types with each other, tumor cells, T cells, and stromal cells conditioning the inflammatory state of the tumor microenvironment, we focused on CHRNA7 based on its expression on tumor-associated myeloid cells and its role in regulating inflammatory responses in other models. However, this phenotype is complex and poorly understood. For example, recent reports show that treatment with immune checkpoint inhibitors that increase CD8 T cell recruitment was associated with increased CCL2, IFNγ, and CSF2,^28^ however, the increases in IFN-γ and CSF2 we observed in WT mice contrasted with the decreased levels of CCL2 observed. As a chemoattractant for monocytes and macrophages in general, the role of CHRNA7 in the regulation of myeloid cell subtypes will require further study. In another example, the downregulation of CXCL9 in tumor-permissive CHRNA7^KO^ mice was consistent with its upregulation by IFN-γ,^29^ highlighting the importance of CXCL9 in attracting T cells.^30^ Our scRNAseq study identified cell autonomous CHRNA7-mediated changes in gene expression focused on the analysis of BMDMs because we had observed higher levels of CHRNA7 expression in DCs based on α-Bgtx staining. We observed that genes involved in ubiquitination (i.e. Ubx1, Sumo2, and Ubb) and relevant in protein degradation were upregulated in CHRNA7^KO^ BMDCs. Interestingly, recent reports have shown that ubiquitination pathways can regulate pattern recognition receptor signaling, DC maturation required for initiation of adaptive immune responses, and retention of MHCII-peptide complexes in DCs^31^^,^^32^ that we associate here with a tumor-permissive phenotype in CHRNA7 KO mice. In contrast, CHRNA7^KO^ BMDCs downregulated factors associated with DC activation such as CCR5, a chemotactic chemokine receptor expressed on DCs and other immune cells. For the genes that we identified as being downregulated in CHRNA7^KO^ DCs, several others were associated with macrophage function, such as decreases in genes encoding mannose receptor (Mrc) (CD206), Fcγ receptor, matrix metalloproteases (MMP8 and MMP12), and TNFaip2. With TNFaip2 as a primary response gene of TNFα and highly expressed in immune cells, the decrease of TNFaip2 in CHRNA7^KO^ BMDCs could be associated with a loss of responsiveness to inflammatory molecules in the tumor microenvironment of a CHRNA7^KO^ host.^33^ Together, the identification of CHRNA7-regulated chemokines (i.e. NanoString array) and genes (i.e. scRNAseq) established candidate molecular endpoints to better define the role(s) of CHRNA7 in specific myeloid immune cell types involved in adaptive immune responses relevant in tumor progression.

Our findings build upon studies of CHRNA7^KO^ mice in models of infection and injury in which the loss of CHRNA7 leads to unattenuated inflammatory responses^8^^,^^9^^,^^34^ that have been primarily attributed to macrophages. We identified an unexpected role for CHRNA7 in cancer in the regulation of tumor-associated immune cells and activation of adaptive immune responses. In models of injury and endotoxemia, the loss of CHRNA7 increases inflammatory responses by uncoupling the protective effects of innervation by the parasympathetic nervous system such as by the vagus nerve.^34^ The attenuation of inflammatory responses mediated by such nervous system inputs is termed the reflex control of immunity,^35^ and is dependent on CHRNA7 action in myeloid-derived bone marrow progenitors rather than cell-autonomous effects in T cells.^36^ Interestingly, however, T cells are known to synthesize acetylcholine, which stimulates CHRNA7 to complete a vagus nerve circuit that controls innate immune responses in endotoxemia.^37^ While reports that the stimulation of the vagus nerve decreased breast cancer metastasis, the effect on the immune system remains unknown.^38^ Interestingly, there are numerous studies investigating the efficacy of DC-based therapies, albeit through a different mechanism. These studies focus on the classical DC subtype 1 (cDC1) that have a more antitumorigenic phenotype than other subtypes and current studies are investigating the modulation of TIM3, CD40, and STAT3 signaling, among other targets to drive dendritic cells into the cDC1 phenotype to further increase the efficacy of current immune checkpoint inhibitors.^39^^,^^40^ This work further drives our efforts to validate a small molecule agonist for TNBC such as ours.

The premise that AR-R17779 enhances antigen presentation by dendritic cells and promotes subsequent activation of cytotoxic T cells is supported by our ELISpot assay for IFN-γ (Fig. 7). Moreover, our T cell depletion studies (Fig. 8) demonstrate that the antitumor effects of AR-R17779 are dependent on CD8^+^ lymphocytes, emphasizing the importance of an intact adaptive immune response. Taken together, these findings support a model in which CHRNA7 signaling promotes the activation of myeloid immune cells that, in turn, stimulate T cell mediated tumor clearance, reducing tumor burden and improving survival. This positions CHRNA7 as a promising therapeutic target in cancer immunotherapy.

The concept that CHRNA7 functions in immune cells to modulate anti-inflammatory signaling and transcriptional reprogramming of immune cells has been further studied in adoptive transfer studies of injury and infection.^9^^,^^41^ For example, adoptive transfer of BM from CHRNA7^KO^ mice into WT recipient mice was sufficient to recapitulate the phenotype of standard CHRNA7^KO^ mice, with the CHRNA7-mediated effects on cytokine expression being specific to myeloid versus lymphoid cells.^42^ In models of atherosclerosis, loss of CHRNA7 led to an increase in C-reactive protein and IL-6, supporting an anti-inflammatory role for CHRNA7,^43^ while in models of arthritis, loss of CHRNA7 increased TNFα and MCP-1.^44^ Furthermore, the release of acetylcholine from T cells, which stimulates CHRNA7-expressing macrophages,^36^ reinforces the relevance of CHRNA7 signaling and the importance of CHRNA7 action in inflammation and cancer.

AR-R17779 is a conformationally restricted analog of acetylcholine with high specificity for CHRNA7,^5^ and has demonstrated efficacy in preclinical models of neurobehavior, arthritis, and gut injury.^6^^,^^7^^,^^45^ CHRNA7 agonists have also shown protective effects in inflammatory conditions including arthritis,^46^^,^^47^ sepsis,^48^ encephalitis,^49^^,^^50^ and systemic inflammatory response syndrome.^8^ We focused on AR-R17779 in our studies due to its well-characterized subunit specificity (i.e. for α7 versus other subunits) and rigorous structure-function validation.^5^ Based on the impact that the knockout of CHRNA7 had on tumor progression and survival, as well as changes in myeloid immune cell gene expression and tumor infiltration, we chose to perform in vivo testing of AR-R17779 on breast tumor–bearing immune-competent mice. Our findings demonstrate that pharmacologic activation of CHRNA7 reduced tumor progression and improved survival, which led us to explore its effects across multiple models including the E0771 model, the highly aggressive and metastatic 4T1 TNBC model, and the spontaneous multifocal MMTV-PyMT model. These results provided the rationale to investigate the therapeutic synergy between AR-R17779 and immune checkpoint blockade in both E0771 and 4T1 tumors. Subsequently, the 4T1 tumor studies were pursued as an aggressive subtype of TNBC, that readily metastasizes. Given this fact, we were able to explore the effect that AR-R17779 may have on lung metastasis. These findings were subsequently validated in the spontaneous MMTV-PyMT model, prompting us to explore further into immune checkpoint inhibitors in both the 4T1 and E0771 tumor models.

Collectively, these data underscore the importance of understanding the mechanism of action, identifying target immune cell population, and establishing validated readouts to optimize the translational potential of AR-R17779 as a novel therapeutic. This mechanistic insight will be essential for designing clinical strategies that incorporate CHRNA7 agonists into studies.

## Conclusions

The integration of genetic and pharmacologic studies highlighted the role of CHRNA7 in tumor-associated immune modulation and supported the therapeutic potential of CHRNA7 agonists in TNBC. Our findings suggest that AR-R17779 as a monotherapy was effective as a stimulator of CHRNA7 signaling, which activated myeloid immune cells leading to increased T cell–mediated tumor clearance to reduced tumor burden and increased survival. Furthermore, when used in combination with immune checkpoint inhibitors, AR-R17779 further enhanced antitumor immunity. Specifically, combining AR-R17779 with anti-PD-L1 therapy significantly increased survival in models where PD-L1 blockade alone has minimal effect, such as TNBC,^51–53^ an effect that we show here was dependent on CD8^+^ T cells. These results support further preclinical and translational investigation, with the goal of informing clinical trials that incorporate CHRNA7-targeted therapies alongside immune checkpoint inhibitors.

## Data Availability

Single cell RNA sequencing files are available at NCBI (GSE299680). This article does not report original code.

## References

[1] Hanahan D , Weinberg, RobertA. Hallmarks of cancer: the next generation. Cell. 2011;144:646–674.21376230 10.1016/j.cell.2011.02.013

[2] Speiser DE , HoP-C, VerdeilG. Regulatory circuits of T cell function in cancer. Nat Rev Immunol. 2016;16:599–611.27526640 10.1038/nri.2016.80

[3] Wang X et al Immunological therapy: a novel thriving area for triple-negative breast cancer treatment. Cancer Lett. 2019;442:409–428.30419345 10.1016/j.canlet.2018.10.042

[4] Stagg J , AllardB. Immunotherapeutic approaches in triple-negative breast cancer: latest research and clinical prospects. Ther Adv Med Oncol. 2013;5:169–181.23634195 10.1177/1758834012475152PMC3630481

[5] Mullen G 3rd , et al (-)-Spiro[1-azabicyclo[2.2.2]octane-3,5′-oxazolidin-2′-one], a conformationally restricted analogue of acetylcholine, is a highly selective full agonist at the alpha 7 nicotinic acetylcholine receptor. J Med Chem. 2000;43:4045–4050.11063601 10.1021/jm000249r

[6] Van Kampen M et al AR-R 17779 improves social recognition in rats by activation of nicotinic alpha7 receptors. Psychopharmacology (Berl). 2004;172:375–383.14727003 10.1007/s00213-003-1668-7

[7] van Maanen MA et al Stimulation of nicotinic acetylcholine receptors attenuates collagen-induced arthritis in mice. Arthritis Rheum. 2009;60:114–122.19116908 10.1002/art.24177

[8] Wang H et al Nicotinic acetylcholine receptor alpha7 subunit is an essential regulator of inflammation. Nature. 2003;421:384–388.12508119 10.1038/nature01339

[9] de Jonge WJ et al Stimulation of the vagus nerve attenuates macrophage activation by activating the Jak2-STAT3 signaling pathway. Nat Immunol. 2005;6:844–851.16025117 10.1038/ni1229

[10] Takahashi H , OgataH, NishigakiR, BroideDH, KarinM. Tobacco smoke promotes lung tumorigenesis by triggering IKKbeta- and JNK1-dependent inflammation. Cancer Cell. 2010;17:89–97.20129250 10.1016/j.ccr.2009.12.008PMC2818776

[11] Wang H et al Role of the nervous system in cancers: a review. Cell Death Discov. 2021;7:76.33846291 10.1038/s41420-021-00450-yPMC8041826

[12] Orr-Urtreger A et al Mice deficient in the alpha7 neuronal nicotinic acetylcholine receptor lack alpha-bungarotoxin binding sites and hippocampal fast nicotinic currents. J Neurosci. 1997;17:9165–9171.9364063 10.1523/JNEUROSCI.17-23-09165.1997PMC6573618

[13] Ewens A , MihichE, EhrkeMJ. Distant metastasis from subcutaneously grown E0771 medullary breast adenocarcinoma. Anticancer Res. 2005;25:3905–3915.16312045

[14] Jensen MM , JorgensenJT, BinderupT, KjaerA. Tumor volume in subcutaneous mouse xenografts measured by microCT is more accurate and reproducible than determined by 18F-FDG-microPET or external caliper. BMC Med Imaging. 2008;8:16.18925932 10.1186/1471-2342-8-16PMC2575188

[15] Livak KJ , SchmittgenTD. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods. 2001;25:402–408.11846609 10.1006/meth.2001.1262

[16] Amend SR , ValkenburgKC, PientaKJ. Murine hind limb long bone dissection and bone marrow isolation. J Vis Exp. 2016;110:53936.10.3791/53936PMC494192027168390

[17] Helft J et al GM-CSF mouse bone marrow cultures comprise a heterogeneous population of CD11c(+)MHCII(+) macrophages and dendritic cells. Immunity. 2015;42:1197–1211.26084029 10.1016/j.immuni.2015.05.018

[18] Hogquist KA et al T cell receptor antagonist peptides induce positive selection. Cell. 1994;76:17–27.8287475 10.1016/0092-8674(94)90169-4

[19] Demaria S et al Immune-mediated inhibition of metastases after treatment with local radiation and CTLA-4 blockade in a mouse model of breast cancer. Clin Cancer Res. 2005;11:728–734.15701862

[20] Chan T et al CHRFAM7A alters binding to the neuronal alpha-7 nicotinic acetylcholine receptor. Neurosci Lett. 2019;690:126–131.30308236 10.1016/j.neulet.2018.10.010PMC6320298

[21] Luboshits G et al Elevated expression of the CC chemokine regulated on activation, normal T cell expressed and secreted (RANTES) in advanced breast carcinoma. Cancer Res. 1999;59:4681–4687.10493525

[22] Azenshtein E et al The CC chemokine RANTES in breast carcinoma progression: regulation of expression and potential mechanisms of promalignant activity. Cancer Res. 2002;62:1093–1102.11861388

[23] Lyukmanova EN et al Human secreted proteins SLURP-1 and SLURP-2 control the growth of epithelial cancer cells via interactions with nicotinic acetylcholine receptors. Br J Pharmacol. 2018;175:1973–1986.29505672 10.1111/bph.14194PMC5980222

[24] Wu CH , LeeCH, HoYS. Nicotinic acetylcholine receptor-based blockade: applications of molecular targets for cancer therapy. Clin Cancer Res. 2011;17:3533–3541.21444681 10.1158/1078-0432.CCR-10-2434

[25] Ostrand-Rosenberg S , SinhaP, BeuryDW, ClementsVK. Cross-talk between myeloid-derived suppressor cells (MDSC), macrophages, and dendritic cells enhances tumor-induced immune suppression. Semin Cancer Biol. 2012;22:275–281.22313874 10.1016/j.semcancer.2012.01.011PMC3701942

[26] Shibata M et al Myeloid-derived suppressor cells: cancer, autoimmune diseases, and more. Oncotarget. 2022;13:1273–1285.36395389 10.18632/oncotarget.28303PMC9671473

[27] Bosiljcic M et al Targeting myeloid-derived suppressor cells in combination with primary mammary tumor resection reduces metastatic growth in the lungs. Breast Cancer Res. 2019;21:103.31488209 10.1186/s13058-019-1189-xPMC6727565

[28] Peranzoni E et al Macrophages impede CD8 T cells from reaching tumor cells and limit the efficacy of anti-PD-1 treatment. Proc Natl Acad Sci U S A. 2018;115:E4041–E4050.29632196 10.1073/pnas.1720948115PMC5924916

[29] Arger NK et al CXCL9 and CXCL10 are differentially associated with systemic organ involvement and pulmonary disease severity in sarcoidosis. Respir Med. 2020;161:105822.31783271 10.1016/j.rmed.2019.105822PMC7028429

[30] Chen J et al IL-17 inhibits CXCL9/10-mediated recruitment of CD8(+) cytotoxic T cells and regulatory T cells to colorectal tumors. J Immunother Cancer. 2019;7:324.31775909 10.1186/s40425-019-0757-zPMC6880503

[31] Hu H , SunSC. Ubiquitin signaling in immune responses. Cell Res. 2016;26:457–483.27012466 10.1038/cr.2016.40PMC4822134

[32] Walseng E et al Ubiquitination regulates MHC class II-peptide complex retention and degradation in dendritic cells. Proc Natl Acad Sci U S A. 2010;107:20465–20470.21059907 10.1073/pnas.1010990107PMC2996684

[33] Jia L et al The roles of TNFAIP2 in cancers and infectious diseases. J Cell Mol Med. 2018;22:5188–5195.30145807 10.1111/jcmm.13822PMC6201362

[34] Pavlov VA , ChavanSS, TraceyKJ. Molecular and functional neuroscience in immunity. Annu Rev Immunol. 2018;36:783–812.29677475 10.1146/annurev-immunol-042617-053158PMC6057146

[35] Tracey KJ. Reflex control of immunity. Nat Rev Immunol. 2009;9:418–428.19461672 10.1038/nri2566PMC4535331

[36] Reardon C et al Lymphocyte-derived ACh regulates local innate but not adaptive immunity. Proc Natl Acad Sci U S A. 2013;110:1410–1415.23297238 10.1073/pnas.1221655110PMC3557089

[37] Rosas-Ballina M et al Acetylcholine-synthesizing T cells relay neural signals in a vagus nerve circuit. Science. 2011;334:98–101.21921156 10.1126/science.1209985PMC4548937

[38] Erin N , DuymusO, OzturkS, DemirN. Activation of vagus nerve by semapimod alters substance P levels and decreases breast cancer metastasis. Regul Pept. 2012;179:101–108.22982142 10.1016/j.regpep.2012.08.001

[39] Hato L et al Dendritic cells in cancer immunology and immunotherapy. Cancers. 2024;16:981.38473341 10.3390/cancers16050981PMC10930494

[40] Heras-Murillo I , Adán-BarrientosI, GalánM, WculekSK, SanchoD. Dendritic cells as orchestrators of anticancer immunity and immunotherapy. Nat Rev Clin Oncol. 2024;21:257–277.38326563 10.1038/s41571-024-00859-1

[41] Kawashima K , FujiiT, MoriwakiY, MisawaH, HoriguchiK. Reconciling neuronally and nonneuronally derived acetylcholine in the regulation of immune function. Ann N Y Acad Sci. 2012;1261:7–17.22823388 10.1111/j.1749-6632.2012.06516.x

[42] Olofsson PS et al alpha7 nicotinic acetylcholine receptor (alpha7nAChR) expression in bone marrow-derived non-T cells is required for the inflammatory reflex. Mol Med. 2012;18:539–543.22183893 10.2119/molmed.2011.00405PMC3356417

[43] Wilund KR et al Macrophages from alpha 7 nicotinic acetylcholine receptor knockout mice demonstrate increased cholesterol accumulation and decreased cellular paraoxonase expression: a possible link between the nervous system and atherosclerosis development. Biochem Biophys Res Commun. 2009;390:148–154.19785985 10.1016/j.bbrc.2009.09.088

[44] van Maanen MA , StoofSP, LarosaGJ, VervoordeldonkMJ, TakPP. Role of the cholinergic nervous system in rheumatoid arthritis: aggravation of arthritis in nicotinic acetylcholine receptor alpha7 subunit gene knockout mice. Ann Rheum Dis. 2010;69:1717–1723.20511609 10.1136/ard.2009.118554

[45] The FO et al Activation of the cholinergic anti-inflammatory pathway ameliorates postoperative ileus in mice. Gastroenterology. 2007;133:1219–1228.17919496 10.1053/j.gastro.2007.07.022

[46] Bruchfeld A et al Whole blood cytokine attenuation by cholinergic agonists ex vivo and relationship to vagus nerve activity in rheumatoid arthritis. J Intern Med. 2010;268:94–101.20337855 10.1111/j.1365-2796.2010.02226.xPMC2937357

[47] van Maanen MA et al Two novel alpha7 nicotinic acetylcholine receptor ligands: in vitro properties and their efficacy in collagen-induced arthritis in mice. PLoS One. 2015;10:e0116227.25617631 10.1371/journal.pone.0116227PMC4305287

[48] Wang H et al Cholinergic agonists inhibit HMGB1 release and improve survival in experimental sepsis. Nat Med. 2004;10:1216–1221.15502843 10.1038/nm1124

[49] Hao J et al Attenuation of CNS inflammatory responses by nicotine involves alpha7 and non-alpha7 nicotinic receptors. Exp Neurol. 2011;227:110–119.20932827 10.1016/j.expneurol.2010.09.020PMC3019302

[50] Simard AR et al Differential modulation of EAE by alpha9- and beta2-nicotinic acetylcholine receptors. Immunol Cell Biol. 2013;91:195–200.23399696 10.1038/icb.2013.1PMC3596513

[51] Liu J et al Syntenin1/MDA-9 (SDCBP) induces immune evasion in triple-negative breast cancer by upregulating PD-L1. Breast Cancer Res Treat. 2018;171:345–357.29845474 10.1007/s10549-018-4833-8

[52] Sun W et al Synergistic triple-combination therapy with hyaluronic acid-shelled PPy/CPT nanoparticles results in tumor regression and prevents tumor recurrence and metastasis in 4T1 breast cancer. Biomaterials. 2019;217:119264.31260883 10.1016/j.biomaterials.2019.119264

[53] Duan X et al Photodynamic therapy mediated by nontoxic core-shell nanoparticles synergizes with immune checkpoint blockade to elicit antitumor immunity and antimetastatic effect on breast cancer. J Am Chem Soc. 2016;138:16686–16695.27976881 10.1021/jacs.6b09538PMC5667903

How the deposited data were processed for this re-analysis (not part of the article)

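Single-cell RNA sequencing libraries of BMDMs/BMDCs from CHRNA7 WT and CHRNA7 KO mice were re-analysed from the UMI counts that the authors deposited, 1 library of each genotype (WT 1 and KO 2). KO 1 and WT 2 were not analysed here. The deposited counts are whole numbers per gene and barcode for every barcode, with no filter on cells and no normalization. The submitters' processing notes name Cell Ranger 6.0.2 and mm10, and the aligner's settings are not given in the sources used here. The paper's text names no cell filter, doublet removal, normalization or input list for its pathway analysis.

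A barcode was kept as a cell if its UMI total was at least percentile 99, divided by 10, of the totals among the 3000 barcodes with the most UMIs of its library, with at least 500 genes and at most 10% of UMIs from mitochondrially encoded genes. Doublets were not removed in the main setting, because the paper names no removal, and Scrublet was planned as an alternative. Its automatic threshold called 0 cells in both libraries, so it did not work on these data. An added alternative left out the 6% of cells with the highest Scrublet score, 558 cells in WT 1 and 725 in KO 2. Barcodes with 10 or fewer UMIs served as the profile of free RNA, with 1108129 UMIs in WT 1 and 1626302 in KO 2. Genes were located with GENCODE M21 on GRCm38, which matched 32235 gene IDs of the deposited matrices. Near-identical copies were sought with blastn 2.17.0, at 98% identity or more over at least 90 nt of the last 500 nt of a transcript.

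UMIs were summed per gene over the cells of a library and divided by the library's total to give CPM. The log2 ratio of KO 2 over WT 1 had no pseudocount, and a sum of 0 was set to 3 counts as a bound. Genes with a mean of at least 5 CPM were compared, and a difference of 1.5-fold was the size rule. Intervals are exact Poisson for sums, exact conditional binomial for ratios and exact Clopper-Pearson for shares, at 95%, and cover counting error only. With 64572649 UMIs in cells of WT 1 and 78443124 in cells of KO 2, 3 counts correspond to 0.0465 and 0.0382 CPM. Each gene list was described by the percentile of its median log2 ratio among 10000 random lists of the same size matched on mean CPM in 20 bins, which describes these libraries and tests no genotype.

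For the separation of the libraries, counts per 10000 UMIs were log-transformed, and the 30 nearest neighbors of each cell were taken on 20 principal components of 2000 variable genes with scanpy 1.11.5 and scikit-learn 1.9.0. Clusters came from leidenalg 0.10.2 at resolution 0.5 with 15 neighbors. A cluster was named from marker lists by the mean log2 fold of a list over other cells, at a score of at least 0.8. The score was first 1 and was lowered after the leading genes of cluster 9 had been seen. A cluster with no such class was called macrophage-like if at least 3 macrophage markers were at 5 CPM or more and no other list reached 0.5, a rule also set after the clusters had been seen. Every cluster met its first part, with at least 11 of the 12 markers, so the name rests on the second part alone. Shares of cells with a UMI were compared after each cell was thinned to 2000 UMIs, and no cell was shallower than that. The rule for named genes took Chrna7, the genes the paper's text names for this experiment, the 15 highest and 15 lowest ratios among genes with a mean of at least 50 CPM and a UMI in at least 10% of cells of the higher library, with 1 direction in every cluster holding at least 200 cells of each library, and up to 4 members of each list with the largest ratios. Lists for macrophages, DCs, mature DCs, monocytes, neutrophils, mast cells and basophils, eosinophils, B cells, T and NK cells, erythroid, stromal, osteoclast and dividing cells served as markers. Numbers were computed with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

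The ratio step was tested on simulated counts for the comparison of KO 2 with WT 1 over 9049 genes. Both libraries were drawn as Poisson counts from 1 shared profile, which is what the intervals assume. The simulation thus checks the calculation, and not variation between cells, cultures or libraries. The true fold lay within the interval for 96% of 50 genes changed 1.5-fold, 92% of 50 changed 2-fold, 100% of 50 changed 0.5-fold and 100% of 50 changed 4-fold, and for 95.0% of 8849 unchanged genes, of which 0% reached 1.5-fold. Alternatives covered cell calling, cell filters, scaling, weighting of cells, free RNA, cell composition, depth, a pseudocount of 1 CPM, the CPM minimum, the number of principal components and the resolution. Random lists matched also on length and GC content, comparisons within single clusters, the highest Scrublet scores and the class score of 1 were added after the data had been seen.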

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

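The test of GC content, that of near-identical copies, that of the highest Scrublet scores and that of the share of free RNA in cells were chosen after the results had been seen, as was the choice of the principal transcript for length.

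Cells of KO 2 and WT 1 had mostly neighbors from their own library, as the distinct clusters in Fig. 3A also show. The own-library share stayed at 95.8% with every cell thinned to 2000 UMIs and at 95.7% without mitochondrial and ribosomal protein genes. This argues against depth and these transcripts as the whole cause. Within the largest cluster found after library means were removed, the share was 98.8% on components that keep these means (76.9% over all cells on the components without them). That value cannot decide on different shares of the same cell types, because removing the means can group unlike cells, which their return parts again. Within clusters of both libraries the own-library share was 87.6% for neutrophil-like (646 cells per library) and 88.3% for mature DC-like cells (569). It was 64.3% for dividing (108) and 54.5% for stromal-like cells (52), where 30 neighbors are a large part of the cells, which can lower it. The neutrophil-like and mature DC-like values, against 50.1% for random groups of a whole library, argue against different shares of these classes as the whole cause among their cells. Different shares of subtypes within a class stay open, as do those among macrophage-like cells, whose clusters hold nearly only 1 library. Ccr7 in macrophage-like and neutrophil-like cells allows free RNA up to 2.86% of UMIs in WT 1 and 11.4% in KO 2. At these limits it could give 2.96% of the UMIs of the median gene among those at least 1.5-fold apart, in the library where the gene was higher. This argues against free RNA as the whole cause. The median pools genes of both directions, and no separate value was computed for genes higher in KO 2, where the limit is larger. The median absolute log2 ratio of near-empty droplets over the 30 genes named by size was 1.67, against 1.77 in cells. It decides nothing, since its limit set in advance overlooked that these genes were chosen by their ratio in cells. With 1 library per genotype, an effect of genotype and one of culture or library preparation cannot be told apart. KO 1 and WT 2, which Fig. 3E colors like KO 2 and WT 1, were not analysed here.

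Genes with shorter transcripts and with more GC were higher in KO 2. Across genes, which are not independent replicates, Spearman's rho of the log2 ratio was -0.46 with transcript length (-0.44 with the longest transcript) and 0.24 with GC content, and within neutrophil-like, mature DC-like and stromal-like cells it was -0.39, -0.33 and -0.35 with length. A bias by length or GC content in capture or library preparation may therefore account for part of the differences. The median absolute log2 ratio around the median gene fell only from 0.35 to 0.28 when the medians of bins of length and GC content were removed. All 25 genes shown as higher in CHRNA7 KO in Fig. 3E remained higher, which decides nothing, because the study chose them on these samples. Their median relative to the median gene fell from 1.33 to 0.74. The median of genes shown as higher in CHRNA7 WT was -0.93 before and -0.97 after. Genes with no near-identical copy had 99.5% of the median absolute log2 ratio of all genes, which decides nothing because only 435 of all 9069 have a copy, so shared reads stay open for those, among them 10 of the 30 genes named by size. Whether genotype or preparation sets the relation with length stays open.

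Cells of KO 2 lay more often in the cluster of dividing cells, 6.23% against 1.16% of WT 1. Cells with a UMI of both Mki67 and Top2a after thinning made up 2.30% of KO 2 and 0.548% of WT 1, a ratio of 4.201, which decides nothing, because higher capture would itself raise this share, contrary to the limit set in advance. Within the cluster Mki67 was at 522 CPM in WT 1 and 500.1 in KO 2 and Top2a at 859.5 and 520.3, while Ube2c was higher in KO 2 within neutrophil-like cells as well (4.16 and 37.3 CPM) and Mki67 and Top2a were close there (16.3 and 17.5, 6.40 and 7.99 CPM) and not higher in KO 2 within mature DC-like cells (4.02 and 3.801, 6.26 and 3.33 CPM), so with genes that go both ways higher capture stays open. Scrublet's automatic threshold called 0 cells and decides nothing, and without the 6% of cells with the highest scores the ratio of the shares in the cluster was 5.69, against 5.37 with them, which argues against those cells as the cause. More dividing precursors in the culture of KO 2 may come from genotype or from the culture, and neither was tested.

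Apart from catabolic processes and protein degradation, which bear on the proteasome, the paper's text does not discuss the cell classes, gene groups and genes that follow. Each of them was detected above the limit that a count of 0 allows. Neutrophil-like cells made up 6.94% of WT 1 and 5.88% of KO 2, but 2.18% and 3.51% at Leiden resolution 1.0 and 2.88% and 3.52% with barcodes of at least 500 UMIs. Stromal-like cells made up 0.784% of WT 1. Basophil-like cells made up 0.282% of KO 2 and 0.215% of WT 1, but 0.665% and 0.789% with barcodes of at least 500 UMIs. The median log2 ratio of KO 2 over WT 1 was 0.65 for glycolysis genes, 0.42 for proteasome genes (inside the central 95% of random lists matched also on length and GC content) and -0.64 for nuclear-retained and splicing-related RNA. Rpl3, which has a near-identical copy, was 3.53-fold higher in KO 2. Retnla, an IL-4-induced gene of macrophages, was 8.06-fold higher in WT 1, where it was detected in 1.03% of cells against 0.132% of KO 2, while in mature DC-like cells it was at 0.670 CPM in WT 1 and 5.46 in KO 2.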

How the results depend on the processing

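No paired analysis was possible because 1 library per genotype was analysed and WT 1 and KO 2 share no replicate number. Comparisons within single clusters, random lists matched also on length and GC content, the highest Scrublet scores and the class score of 1 were added after the data had been seen. Comparisons without cells called doublets were not run, because the automatic threshold called 0 cells. Among values with more than 3 UMIs in each library, 13 of 1693 from the 132 named genes that differed by at least 1.5-fold had the opposite direction, and outside the single clusters 2 genes did, Plac8 and Hp, while among the 9 genes with smaller differences 10 of 117 values did. The 30 genes named by size were chosen for 1 direction in single clusters and others for the largest ratios of their lists, so few reversals are partly built in. Chrna7 had 0 UMIs in both libraries at every cell filter run. Depth limits this gene, since 3 counts correspond to 0.0465 CPM in WT 1 and 0.0382 CPM in KO 2. Unless stated otherwise, the cause of a change was not tested.

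The median absolute log2 ratio of all genes, 0.41, was 0.36 with scaling by the median of ratios, 0.40 with totals without mitochondrial and ribosomal protein genes, 0.38 with each cell weighted equally, 0.44 within macrophage-like clusters, 0.38 with cells thinned to 2000 UMIs, 0.39 with 1 CPM added and 0.37 within mature DC-like cells. Scaling by the median of ratios moved the median log2 ratio of all genes from -0.18 to -0.054. The own-library share of neighbors, 96.5%, was 95.5% with 10 principal components, 95.4% with 50, 95.7% without mitochondrial and ribosomal protein genes, 95.8% with cells thinned and 96.2% with no gene or mitochondrial filter.

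The median log2 ratios of gene lists changed as follows. Within neutrophil-like cells, dendritic cell 1.502, monocyte -0.59, MHC class II presentation 1.02 and hypoxia 0.33 moved to outside the central 95% of random lists, and phagosome -0.16, lipoprotein clearance -0.30 and mitochondrially encoded -0.28 moved to inside the central 95% of random lists, and macrophage 0.013 and type I interferon response -0.30 were opposite in sign. Within mature DC-like cells, hypoxia 0.48 and oxidative phosphorylation -0.37 moved to outside the central 95% of random lists, and dividing cell 0.26, phagosome -0.23 and type I interferon response 0.16 moved to inside the central 95% of random lists, and macrophage 0.51 was opposite in sign. Within macrophage-like clusters, IL-4 and alternative activation -0.88 and hypoxia 0.58 moved to outside the central 95% of random lists, and neutrophil 0.015 moved to inside the central 95% of random lists, and dendritic cell -0.80, dividing cell -0.32 and MHC class II presentation -0.71 were opposite in sign. At a mean of at least 50 CPM, mature dendritic cell -0.88, IL-4 and alternative activation -0.62 and hypoxia 0.44 moved to outside the central 95% of random lists, and neutrophil 0.48 and type I interferon response 0.56 moved to inside the central 95% of random lists. With each cell weighted equally, mature dendritic cell -0.53, IL-4 and alternative activation -0.50 and hypoxia 0.34 moved to outside the central 95% of random lists, and type I interferon response 0.35 moved to inside the central 95% of random lists. With cells thinned to 2000 UMIs, mature dendritic cell -0.56, IL-4 and alternative activation -0.53, hypoxia 0.36 and intrinsic apoptosis 0.22 moved to outside the central 95% of random lists, and type I interferon response 0.35 moved to inside the central 95% of random lists. Against random lists matched also on length and GC content, mature dendritic cell -0.49, hypoxia 0.24, ubiquitin and SUMO 0.24 and oxidative phosphorylation -0.15 moved to outside the central 95% of random lists, and proteasome 0.42, type I interferon response 0.45 and mitochondrially encoded -0.45 moved to inside the central 95% of random lists. With no gene or mitochondrial filter, IL-4 and alternative activation -0.43 moved to outside the central 95% of random lists. With free RNA subtracted, IL-4 and alternative activation -0.44 and MHC class II presentation 0.47 moved to outside the central 95% of random lists, and mitochondrially encoded -0.44 moved to inside the central 95% of random lists. Without the 6% of cells with the highest Scrublet scores, IL-4 and alternative activation -0.49 moved to outside the central 95% of random lists. With no CPM minimum, MHC class II presentation 0.44 and cytosolic ribosomal proteins 0.28 moved to outside the central 95% of random lists, and mitochondrially encoded -0.45 moved to inside the central 95% of random lists. With scaling by the median of ratios, MHC class II presentation 0.57 moved to outside the central 95% of random lists. With barcodes of at least 500 and of at least 3000 UMIs, MHC class II presentation (0.45 in both) lay on the upper limit of the central 95% of random lists. Matching random lists also on length and GC content leaves the medians themselves as they were.

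The DC-like share of WT 1 was 0.183% at a class score of 1, 6.17% at Leiden resolution 1.0, 6.69% without the highest Scrublet scores and 6.00% with barcodes of at least 500 UMIs, and that of KO 2 was 7.39%, 9.41% and 8.65% under the last 3 of these. At Leiden resolution 1.0 neutrophil-like cells made up 2.18% of WT 1 and 3.51% of KO 2, and dividing cells 0.903% and 4.99%. With barcodes of at least 500 UMIs, neutrophil-like cells made up 2.88% of WT 1 and 3.52% of KO 2, and basophil-like cells 0.789% and 0.665%. Without thinning, shares of cells with a UMI in WT 1 and KO 2 were 75.0% and 78.4% for Cd68, 81.9% and 76.5% for Itgam, 98.9% and 98.6% for Lyz2, 9.26% and 5.98% for Ccr7, 35.3% and 35.3% for H2-Eb1, and 43.9% and 49.7% for H2-Ab1, where the thinned shares rest on fewer UMIs per cell.

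Named genes with the opposite direction were Plac8 -0.19 and Hp -0.70 within macrophage-like clusters; Ccr7 0.37, Mrc1 0.060, Itgax 0.30, Hp -0.063 and Chil3 0.13 within neutrophil-like cells; C1qc 0.98, Elane -3.50, Mmp9 0.57, Icosl 0.088, Apaf1 0.063 and Gbp3 0.022 within mature DC-like cells, all as log2 ratios of KO 2 over WT 1. Among genes less than 1.5-fold apart they were Lyz2 0.024 with scaling by the median of ratios; Lyz2 0.020, H2-Eb1 -1.59 and H2-Ab1 -0.61 within macrophage-like clusters; Lyz2 0.23, Cd83 0.19 and Ccl2 0.55 within neutrophil-like cells; Lyz2 0.28, Siglecf 0.63 and Dcstamp -0.31 within mature DC-like cells.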

Differences from the paper's values

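The paper's text gives no numerical value for the single-cell experiment, so directions are compared. The lists used here were fixed before the data were examined and are not the gene sets of the paper's pathway analysis, whose inputs its text does not name.

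For macroautophagy the paper states an increase in CHRNA7 KO, and here the median log2 ratio of 22 genes was -0.23 (-0.18 for the median gene), with 1 at least 1.5-fold higher and 4 lower. Among genes with a mean of at least 50 CPM, an alternative also fixed then, the median was 0.24, and within neutrophil-like and mature DC-like cells, alternatives chosen after seeing the values, it was 0.07. With scaling by the median of ratios, also fixed then, it was -0.10, with 4 genes higher and 3 lower by that size. For stress responses the paper states an increase, and here the median of 24 genes was -0.15, with 4 higher and 4 lower by that size, near the median gene at percentile 43.2 of random lists, -0.021 with scaling by the median of ratios (5 higher and 3 lower) and 0.11 within neutrophil-like cells, again chosen after seeing the values. For apoptotic signaling the median of 0.16 has the paper's direction, while 2 genes were at least 1.5-fold higher and 4 lower, and 2 higher and 1 lower with scaling by the median of ratios. The median of the inflammatory response (-0.23) has the paper's direction but lies near the median gene, at percentile 33.8, with 7 genes lower and 3 higher by that size (5 and 4 with scaling by the median of ratios), and was 0.13 within mature DC-like cells, also chosen after seeing the values. The median of leukocyte migration (-0.71) has the paper's direction, as do the 5 genes it names as higher in CHRNA7 KO and, of those it names as higher in CHRNA7 WT, Tnfaip2, Fcgr2b, Mmp8, Mmp12 and Mrc1.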

Other observations

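Values within neutrophil-like and mature DC-like cells, and which clusters count as macrophage-like, were chosen after the data had been seen. Macrophage-like cells are nearly all from clusters 1 and 4 in WT 1 and from cluster 2 in KO 2, without the unnamed cluster 3 that holds 29.3% of KO 2, so values within them compare different clusters. Percentiles are those of a list's median among the random lists. Genes of glycolysis were higher in KO 2, with 10 of 15 at least 1.5-fold higher and 1 lower in KO 2 (median log2 ratio 0.65, percentile 99.8). Pgam1 was at 422 CPM in WT 1 and 995 in KO 2 and the pyruvate kinase Pkm at 379 and 754 CPM. MHC class II genes had 5 of 12 at least 1.5-fold higher and 1 lower in KO 2 (median log2 ratio 0.44, percentile 97.2), with H2-DMa at 292 and 511 CPM and the protease Ctss at 3338 and 1908 CPM, and their median was -0.71 within macrophage-like cells. Ribosomal protein genes had 25 of 75 at least 1.5-fold higher and 10 lower in KO 2 (median log2 ratio 0.28, percentile 96.3), with Rps3 at 1449 and 3760 CPM. Nuclear-retained and splicing-related RNA had 0 of 24 at least 1.5-fold higher and 13 lower in KO 2 (median log2 ratio -0.64, percentile 0), with the splicing kinase Clk1 at 158 and 70.6 CPM. Oxidative phosphorylation genes of the nucleus had 7 of 40 at least 1.5-fold higher and 9 lower in KO 2 (median log2 ratio -0.15, percentile 18.3), but 10 higher and 5 lower with scaling by the median of ratios, with Atp5d at 249 and 580.1 CPM and Atp5k at 348 and 136 CPM, and mitochondrially encoded genes had 0 of 13 at least 1.5-fold higher and 4 lower in KO 2 (median log2 ratio -0.45, percentile 1.82), inside the central 95% of random lists matched also on length and GC content. Interferon gamma genes had 3 of 21 at least 1.5-fold higher and 6 lower in KO 2 (median log2 ratio -0.30, percentile 16.1), with Psmb9 at 82.0 and 163 CPM and Gbp2 at 36.0 and 20.2 CPM, and a median of 0.022 within mature DC-like cells. Type I interferon genes had 3 of 8 at least 1.5-fold higher and 1 lower in KO 2 (median log2 ratio 0.45, percentile 98.8), with Bst2 at 106 and 217 CPM, a median of -0.30 within neutrophil-like cells, and a place inside the central 95% of random lists matched also on length and GC content.

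Among lists of cell type markers, dividing cell genes had 10 of 10 at least 1.5-fold higher and 0 lower in KO 2 (median log2 ratio 1.63, percentile 100), with Mki67 at 15.7 and 49.3 CPM and Ube2c at 9.14 and 89.6 CPM, the latter also higher in KO 2 within neutrophil-like (4.16 and 37.3 CPM) and mature DC-like cells (1.56 and 11.2 CPM), and their median was -0.32 within macrophage-like cells. Neutrophil genes had 6 of 10 at least 1.5-fold higher and 1 lower in KO 2 (median log2 ratio 0.70, percentile 99.9), with Elane at 18.9 and 65.8 CPM and Retnlg at 24.0 and 13.3 CPM. Stromal genes had 0 of 3 at least 1.5-fold higher and 3 lower in KO 2 (median log2 ratio -1.74, percentile 0), with Col1a2 at 60.5 and 16.4 CPM. Monocyte genes had 3 of 7 higher and 1 lower by at least 1.5-fold, with a median of -0.04 at percentile 64.7, and a median of 0.091 with scaling by the median of ratios and 0.61 at a mean of at least 50 CPM. DC genes had 2 of 10 higher and 3 lower by at least 1.5-fold, with a median of 0.21 at percentile 88.1, but 3 higher and 2 lower with scaling by the median of ratios, and a median of -0.80 within macrophage-like cells. Mature DC genes had 0 of 10 higher and 4 lower by at least 1.5-fold, with a median of -0.49 at percentile 4.76. Osteoclast genes had 1 of 5 higher and 2 lower by at least 1.5-fold, with a median of -0.47 at percentile 13.0, and a median of 0.27 within macrophage-like cells. Of basophil genes, Prss34 was at 6.86 and 19.7 CPM and Mcpt8 at 6.78 and 10.2 CPM. Of eosinophil genes, Prg2 was at 14.7 and 7.83 CPM and Siglecf at 8.61 and 6.08 CPM. No listed gene of B cells, T and NK cells or erythroid cells reached a mean of 5 CPM, with Cd79b at 118 UMIs in WT 1 and 287 in KO 2, Nkg7 at 71 and 176 and Hbb-bs at 87 and 42. Of genes that the paper names from tumor leukocytes, Pf4, which encodes CXCL4, was, in these cultured cells, at 111 CPM in WT 1 and 43.8 in KO 2, Ccl2 at 58.6 and 48.7 CPM and Cxcl3 at 5.81 and 3.10 CPM. Cxcl9 had 2 and 5 UMIs, Cxcr6 8 and 4, Pdcd1 (taken as the gene meant by Pccd1 in the paper's text) 9 and 20, Csf2 0 and 2, and Ifng 0 and 1. Jak2 was at 126 and 77.6 CPM and Stat3 at 105 and 77.7 CPM.

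Donors of different sex were tested as a cause of the differences. Xist, expressed from the inactive X chromosome of females, had a log2 ratio of -0.66, at 924 CPM in WT 1 and 583 in KO 2, Tsix, its antisense transcript, was at 83.5 and 12.7 CPM, and the 4 Y-linked genes had 6 and 1 UMIs, so transcripts of a female donor were present in both and Y-linked ones nearly absent, which argues against this cause. The difference in Xist is larger than the 1.5-fold set as the limit in advance, and that in Tsix larger still, so the reading rests on the Y-linked genes. A segment of the 129 strain kept around Chrna7 could change genes near it. Of 21 genes within 10 Mb of Chrna7, 38.1% differed by at least 1.5-fold, at percentile 86.1 of 459 windows elsewhere (median 30.8%), which neither supports nor excludes it with so few genes.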
